# LXR Suppresses Inflammatory Gene Expression and Neutrophil Migration through *cis*-Repression and Cholesterol Efflux

**DOI:** 10.1016/j.celrep.2018.11.100

**Published:** 2018-12-26

**Authors:** David G. Thomas, Amanda C. Doran, Panagiotis Fotakis, Marit Westerterp, Per Antonson, Hui Jiang, Xian-Cheng Jiang, Jan-Åke Gustafsson, Ira Tabas, Alan R. Tall

## Abstract

The activation of liver X receptor (LXR) promotes cholesterol efflux and repression of inflammatory genes with anti-atherogenic consequences. The mechanisms underlying the repressive activity of LXR are controversial and have been attributed to cholesterol efflux or to transrepression of activator protein-1 (AP-1) activity. Here, we find that cholesterol efflux contributes to LXR repression, while the direct repressive functions of LXR also play a key role but are independent of AP-1. We use assay for transposase-accessible chromatin using sequencing (ATAC-seq) to show that LXR reduces chromatin accessibility in *cis* at inflammatory gene enhancers containing LXR binding sites. Targets of this repressive activity are associated with leukocyte adhesion and neutrophil migration, and LXR agonist treatment suppresses neutrophil recruitment in a mouse model of sterile peritonitis. These studies suggest a model of repression in which liganded LXR binds in *cis* to canonical nuclear receptor binding sites and represses pro-atherogenic leukocyte functions in tandem with the induction of LXR targets mediating cholesterol efflux.

## In Brief

Thomas et al. show the roles of cholesterol efflux and direct repression in anti-inflammatory effects of LXR and establish the mechanism of LXR *cis*-repression using ATAC-seq. LXR agonists suppress neutrophil migration genes and neutrophil recruitment during inflammation, highlighting a potential role for these compounds in the control of neutrophil-predominant inflammatory conditions.

## INTRODUCTION

Macrophage inflammatory and metabolic processes determine the progression of several inflammatory diseases, such as atherosclerosis (Murray and Wynn, 2011). During atherogenesis, macrophages in the artery wall become cholesterol loaded and produce inflammatory cytokines, leading to leukocyte recruitment and plaque destabilization (Moore and Tabas, 2011). The liver X receptor (LXR) is a nuclear receptor with two isoforms, LXRα and LXRβ, that respond to oxysterols generated during cellular cholesterol loading by promoting cholesterol efflux and inflammatory gene repression (Schulman, 2017). LXR agonists are potently anti-inflammatory and anti-atherogenic in mouse models (Joseph et al., 2002, 2003).

Systemic LXR activation leads to induction of hepatic lipogenesis, prompting a search for specific anti-atherogenic functions of LXR that can be dissociated from the hepatotoxic effects of LXR activators (Schulman, 2017). Thus, it has been reported that LXR protects from atherogenesis both through induction of cholesterol efflux transporters and through transrepression of macrophage inflammatory genes (Kappus et al., 2014). LXR’s repressive activity has been attributed to the formation of a complex containing small ubiquitin-like modifier (SUMO)-modified LXR and the corepressor nuclear corepressor (NCoR) with affinity for the inflammatory transcription factor activator protein-1 (AP-1) (Ghisletti et al., 2007, 2009). Alternatively, it has been reported that LXR SUMOylation and NCoR may be dispensable for gene repression by LXR, and certain anti-inflammatory activities of LXR may reflect the metabolic functions of LXR targets, including the cholesterol efflux transporter ATP-binding cassette transporter A1 (ABCA1) (Ito et al., 2015).

Here, we use genetic and pharmacological models to establish that LXR repression is only partly dependent on cholesterol efflux and independent of AP-1 transactivation. Rather, based on studies using RNA sequencing (RNA-seq), assay for transposase-accessible chromatin using sequencing (ATAC-seq), and alignment of LXR chromatin immunoprecipitation sequencing (ChIP-seq) with ATAC-seq data, the direct repressive function of LXR appears to be mediated through *cis*-binding of LXR to enhancer elements, leading to chromatin closure. LXR repression specifically regulates a subset of genes comprising chemokines and adhesion molecules involved in regulating neutrophil migration in the setting of low-grade inflammation. We demonstrate that LXR agonist treatment attenuates neutrophil migration during sterile inflammation *in vivo*, which is associated with LXR *cis*-repression and regulation of cholesterol metabolism in a cell-intrinsic manner. Thus, LXR regulates inflammation and neutrophil migration through both metabolic and repressive functions.

## RESULTS

### Cholesterol Efflux Transporters Partly Mediate LXR Repression

To study mechanisms of inflammatory gene repression by LXR, we used bone-marrow-derived macrophages (BMDMs) treated with the inflammatory Toll-like receptor 4 (TLR4) agonist lipopolysaccharide (LPS) and the LXR agonist T0901317 (T0) and genetically or pharmacologically perturbed potential mediators of LXR functions. LXR activation by T0 for 3 hr prior to LPS stimulation is associated with repression of the inflammatory genes *Cox2* and *Il1b* (Figure S1A). This repressive effect of T0 is lost at high doses of LPS (Figure S1B). T0 activates LXR as well as FXR and PXR in hepatocytes and ROR-γt in T cells (Houck et al., 2004; Mitro et al., 2007; Solt et al., 2012). However, the anti-inflammatory activity of T0 in macrophages is abrogated by knockout of LXRα and LXRβ in macrophages, demonstrating specificity for LXR (Figure S1A).

We used this model to examine the requirement for LXR targets in inflammatory gene repression by LXR. The LXR target ABCA1 has been reported to antagonize TLR4 signaling by interfering with its adaptor protein, MYD88 (Ito et al., 2015). Consistent with earlier studies, we found that knockout of *Abca1* and the related cholesterol efflux transporter *Abcg1* in macrophages partly but significantly attenuates the anti-inflammatory effect of LXR agonists (Figures 1A and 1B). We used *Myd88* knockout macrophages to assess the requirement for this potential target of cholesterol depletion in the repressive effect of T0. Knockout of *Myd88* is associated with reduced expression of *Cox2* and *Il1b* (Figure 1C), which may alter mechanisms of inflammatory gene induction. With this caveat, we observed repression of *Cox2* and *Il1b* by T0 in these macrophages, suggesting a MYD88-independent effect (Figure 1C). In sum, cholesterol efflux transporters induced by LXR appear to play a role in LXR repression in addition to other activities of LXR or LXR targets.

Other LXR targets involved in metabolism, such as lysophosphatidylcholine acyltransferase 3 (*Lpcat3*), stearoyl-CoA desaturase 2 (*Scd2*), and the efferocytosis receptor *Mertk*, have also been linked to anti-inflammatory effects in various models (A-Gonzalez et al., 2009; Li et al., 2013; Rong et al., 2013). We addressed whether they play a role in LXR repression in macrophages using loss-of-function approaches. Knockout of *Lpcat3* in macrophages reduces phosphatidylcholine polyunsaturated fatty acid (PUFA) content (Figure S1C) but has no effect on LXR repression of *Cox2* and *Il1b* (Figure 1D). Likewise, knockdown of *Scd2* by small interfering RNA (siRNA) does not affect LXR repression (Figures 1E and S1D). MERTK blockade using a neutralizing antibody approach (Sen et al., 2007) similarly has no effect on repressive effects of the LXR agonist T0 in macrophages (Figure S1E).

These findings suggest a potential role for LXR in direct repression of inflammatory gene enhancers, as reported in earlier studies in which LXR was proposed to interfere with AP-1 transactivation (Ghisletti et al., 2009). Thus, we inhibited LPS-inducible AP-1 activation using inhibitors of mitogen-activated protein kinases (MAPKs) (Tong et al., 2016), which phosphorylate and activate AP-1 (Kawai and Akira, 2010). MAPK inhibitor treatment markedly reduces *Cox2* and *Il1b* expression, consistent with defective AP-1 activation (Figure 1F). With the caveat that gene expression is markedly reduced in this setting, *Cox2* and *Il1b* remain LPS inducible and repressed by T0 (Figure 1F). Together, these observations suggest that direct repression by LXR may be independent of MAPK and AP-1 signaling, which is inconsistent with existing mechanistic models (Glass and Saijo, 2010).

### LXR Agonist Closes Chromatin at Inflammatory Gene Enhancers

To further explore potential mechanisms responsible for LXR repression of inflammatory genes, we assessed the identity of gene regulatory elements associated with inflammatory gene repression using ATAC-seq. ATAC-seq identifies genomic regions susceptible to DNA insertion by Tn5 transposase, and these regions are associated with gene-regulatory activity (Buenrostro et al., 2013). Using ATAC-seq, we determined open chromatin regions in control macrophages or macrophages treated with T0, LPS, or both (Table S1). We focused our analysis on macrophage enhancers, defined by activating histone marks H3K27ac or H3K4me2 in published primary macrophage ChIP-seq data (Oishi et al., 2017). Enhancer filtering captured 70% of open chromatin regions and limited our analysis to regions likely to be involved in macrophage gene expression (Lavin et al., 2014). Principal component analysis of the ATAC signal over all macrophage enhancers showed that replicates cluster by condition, establishing the reproducibility of the assay, with a strong effect of LPS and a moderate effect of T0 in the first two principal components (Figure S2A).

T0 treatment leads to decreases in chromatin accessibility at targets of LXR repression, such as *Il1b* (Figure 2A), and moderate increases in chromatin accessibility at LXR targets, such as *Srebf1* (Figure 2B). On a genome-wide basis, T0 treatment is associated with closure of 6,474 enhancers (“T0-closed”) and opening of 224 enhancers (“T0-opened”) (Figure S2B). We used Gene Ontology (GO) analysis to assess cellular functions that may be regulated by each enhancer set by determining the gene nearest to each enhancer and performing GO analysis (Thomas et al., 2003) on the corresponding gene set. T0-closed enhancers are nearest to genes associated with GO categories related to TLR signaling, positive regulation of T cell activation, and regulation of phagocytosis, linking the observed chromatin closure events to LXR’s anti-inflammatory activity (Figure 2C; Table S2). Sequence motif analysis of T0-closed enhancers using HOMER (Heinz et al., 2010) revealed an enrichment for nuclear receptor half-site motifs and direct repeat-4 (DR4) LXR response elements (Figure 2D; Table S3), suggesting that LXR may bind directly at these enhancers. Analysis of enhancers closed by T0 after LPS treatment (“T0-closed-in-LPS”), 36% of which overlap with T0-closed enhancers, confirmed the observed associations with inflammatory gene GO categories and nuclear receptor response element motifs (Figures S2C and S2D).

To validate our enhancer identification method, we examined the effect of LPS treatment. LPS treatment led to the opening of 2,020 enhancers (“LPS-opened”) and closure of 4,636 enhancers (“LPS-closed”) (Figure S2B). Genes nearest to LPS-opened enhancers are linked to GO categories related to LPS-mediated signaling and positive regulation of T cell activation, which are highly similar to the GO categories of genes nearest to T0-closed enhancers (Figure 2E; Table S4). HOMER motif analysis of LPS-opened enhancers revealed a prominent enrichment for nuclear factor-κB (NF-κB) and AP-1 binding sites (Figure 2F; Table S5), consistent with previous studies of inflammatory enhancers (Tong et al., 2016). In untreated or TLR4-stimulated macrophages, the ATAC signal correlates strongly with H3K27 acetylation signal measured in published primary macrophage ChIP-seq data (Oishi et al., 2017) (r = 0.8 for each condition; Figures S2E and S2F) and captures 80% of H3K27ac+ peaks, consistent with prior evidence that chromatin accessibility changes are linked to histone modification changes involved in transcriptional regulation (Bell et al., 2011; Mueller et al., 2017).

### LXR Binding by ChIP-Seq Localizes at T0-Closed Enhancers

Motif analysis of T0-closed enhancers suggested that LXR may bind directly at these sites. To further assess this possibility, we aligned the LXR ChIP signal from a published dataset (Oishi et al., 2017) to enhancers closed or opened by T0 from our ATAC-seq data. In this published LXR ChIP-seq dataset, the LXR agonist GW3965 was used to activate LXR; the specificity for LXR binding was established at the level of antibody recognition of LXR and confirmed by motif enrichment (Oishi et al., 2017). LXR ChIP peaks are closely aligned with regions where T0 treatment reduced chromatin accessibility, as at *Il1b* (Figure 3A). On a genome-wide basis, the LXR ChIP signal is superimposed on T0-closed enhancers, producing a single peak of the LXR ChIP signal in histograms centered on closed enhancers (Figure 3B). Plotting the individual LXR ChIP signals for each enhancer after aligning the enhancer centers showed that LXR binding is present at many enhancers before LXR activation or TLR4 stimulation by the agonist Kdo2-lipid A (KLA) and at most enhancers after LXR or TLR4 stimulation (Figure 3C).

Alignment of LXR ChIP-seq to T0-closed-in-LPS enhancers revealed that LXR ChIP signal localized to these regions as well (Figures S3A and S3B). The LXR ChIP signal intensity is similar between T0-closed and T0-closed-in-LPS enhancers, suggesting a common mechanism of LXR recruitment in the presence or absence of inflammatory stimulation. At T0-opened enhancers, the LXR ChIP signal is similarly enriched (Figures S3C and S3D), consistent with the established *cis*-activating activity of LXR at enhancers of LXR targets. GW3965 treatment increased the LXR ChIP signal at enhancers closed by T0 (Figure 3B), consistent with previous observations that DNA-binding affinity of LXR is increased with LXR agonist treatment (Pehkonen et al., 2012). In combination with the enrichment for LXR binding sites in T0-closed enhancers, the alignment of LXR ChIP signal with these sites indicates that LXR binds in *cis* to enhancers of inflammatory genes.

### Chromatin Accessibility Changes with T0 Are Linked to Gene Expression Changes

We used RNA-seq to determine the functional correlates of T0-associated changes in chromatin accessibility at the level of gene expression. 

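The RNA-seq experiment compared 3 groups of bone-marrow-derived macrophages (BMDMs), primary mouse macrophages differentiated from bone marrow in culture, with 3 libraries in each group. The groups were vehicle (Veh), LPS, a bacterial TLR4 agonist, given at 10 ng/mL for 2 hr, and T0+LPS, in which 500 nM of the LXR agonist T0901317 (T0) was added 3 hr before LPS. The authors selected polyadenylated RNA, trimmed adaptors with cutadapt, aligned reads to the mm10 transcriptome with HISAT2 and counted reads on RefSeq annotation with featureCounts, and they deposited those counts without normalization. Each library held between 13299044 and 16467983 counted reads. The medians were 15086484 for Veh, 13661218 for LPS and 15320506 for T0+LPS. The count table had 32850 rows for 24061 gene symbols, because a gene with several RefSeq transcripts has a row for each. In all, 6696 rows shared every base with another row, and none of these rows held a read in any library. The table therefore measured genes with 1 row better than genes with several. Of the 19248 symbols with 1 row, 42.3% passed the filter on low counts and were tested, against 24.1% of the 4813 symbols with several. Nr1h2, which encodes LXRβ, had 4 rows with 4 unshared bases in total and 2 reads over the 9 libraries, so its expression could not be measured. Nr1h3, which encodes LXRα, had 315 unshared bases on 2 rows and 97 reads. From the deposited counts, rows were kept with edgeR's filterByExpr over the 2 groups compared, scaled by TMM factors and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A row was called at an adjusted p under 0.05. Levels are given as CPM, the TMM-scaled counts relative to library size. TMM factors were at least 1.13 in Veh and at most 0.949 in both LPS-stimulated groups. The choice of scaling therefore affects comparisons with Veh more than the comparison of T0+LPS with LPS. Every pair of libraries within a group differed by more than the sampling noise, with a chi-square per degree of freedom between 2.72 and 7.07, so all 9 were counted as separate samples.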

We treated BMDMs with or without T0 for 3 hr before stimulation with 10 ng/mL LPS for 2 hr, conditions identical to those in which we established that *Cox2* and *Il1b* repression by T0 is LXR-dependent. 

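Ptgs2, the gene for Cox2, lies on chromosome 1 of mm10 from 150100124 to 150108012 on the plus strand. Its level was 1.46 ± 0.958 CPM (SD, n = 3) in Veh, 849 ± 32.2 CPM (SD, n = 3) in LPS and 530 ± 71.2 CPM (SD, n = 3) in T0+LPS. The log2 fold change of T0+LPS against LPS was -0.68 (standard error 0.07, adjusted p = 5.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -0.77 and -0.58 when each library was left out in turn. Il1b, on chromosome 2 from 129364580 to 129371120 on the minus strand, rose from 1.79 ± 1.20 CPM (SD, n = 3) in Veh to 1142 ± 136 CPM (SD, n = 3) in LPS. It reached 817 ± 87.4 CPM (SD, n = 3) in T0+LPS, a log2 fold change of -0.48 against LPS (standard error 0.08, adjusted p = 0.0026 from the same edgeR test). With 1 library left out, this value ranged from -0.57 to -0.40. For both genes the 3 T0+LPS libraries lay below the 3 LPS libraries, which an exact permutation test of 3 against 3 gives with p = 0.1, the smallest 2-sided p this design allows. With T0, Ptgs2 fell by 37.5% and Il1b fell by 28.3% relative to LPS, and both genes stayed far above their Veh levels.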

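Over 1.5-fold, 40 rows were T0-induced and 30 were T0-repressed at an adjusted p under 0.05 in T0+LPS against LPS. A minimum of 2-fold left 19 and 8. The number of repressed rows over 1.5-fold fell to 19 without LPS replicate 1 and to 19 without T0+LPS replicate 1. The largest increases among rows with a mean of at least 5 CPM and no overlap between groups were those of Scd2, Scd1, Abcg1, Abca1 and Arl4c, the last with a log2 fold change of 1.39. Scd2, on chromosome 19 of mm10 from 44293676 to 44306862, rose from 40.4 ± 4.96 CPM (SD, n = 3) in LPS to 613 ± 30.7 CPM (SD, n = 3) in T0+LPS, a log2 fold change of 3.93 (standard error 0.07, adjusted p = 2.9e-14 from edgeR's quasi-likelihood test). Scd1, on the same chromosome from 44394450 to 44407709, had a log2 fold change of 3.18. The largest decreases by the same rule were those of Tnfsf4, Cdkn1a.1, Pira2, Ptx3 and Clcf1. Tnfsf4, on chromosome 1 from 161395438 to 161418206, fell from 13.2 ± 2.57 CPM (SD, n = 3) to 5.93 ± 1.71 CPM (SD, n = 3), a log2 fold change of -1.14 (standard error 0.18, adjusted p = 0.0024 from the same edgeR test). For Ptx3 and Clcf1 the log2 fold changes were -0.98 and -0.97. The row Cdkn1a.1, with -1.08, rests on 90 bases that it does not share with the other row of that symbol. Pira2, with -1.04, has 694 unshared bases of 3464, and its call was lost under limma-voom and in 4 of the 6 fits that each left out 1 library, with the highest adjusted p, 0.16 from edgeR, without LPS replicate 1. Enhancer positions were not analysed here.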

Comparison of genes and enhancers regulated by T0 revealed that 56% of >1.5-fold T0-induced genes are associated with a T0-opened or T0-opened-in-LPS enhancer within 100 kb of the transcription start site (Figure 4A), while 78% of >1.5-fold T0-repressed genes are associated with a T0-closed or T0-closed-in-LPS enhancer (Figure 4B). These associations are significant compared with randomly selected genes when the enhancer-promoter distance distributions are systematically compared (Figures 4C and 4D), as expected based on the association of chromatin accessibility with gene regulatory activity. Unexpectedly, 81% of T0-induced genes are also associated with either T0-closed or T0-closed-in-LPS enhancers (Figure 4B), suggesting that *cis*-binding of LXRs near these genes leads to both chromatin opening and closure events. Thus, the proximity of enhancers regulated by T0 to T0-induced or T0-repressed genes provides evidence that the observed accessibility changes correlate with transcriptional regulation events and supports our observation that LXR binding leads to chromatin closure at many sites.

### LXR Represses Neutrophil Migration Genes

In total, T0 treatment represses 242 genes and induces 170 genes at a false discovery rate (FDR) threshold of 5% (Figure 5A). 

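The comparison of T0+LPS with LPS tested 9548 rows for 9308 symbols. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 166 rows were lower and 128 were higher in T0+LPS. Most changes were small against the LPS level, with a median fold of 0.792 for the lower rows and 1.34 for the higher rows. The 3 T0+LPS libraries lay apart from the 3 LPS libraries in 162 of the lower rows and 126 of the higher rows. Over all rows tested, 19.1% were apart, where chance gives 10% for 3 against 3. At an adjusted p under 0.10, 229 rows were lower and 184 were higher. Testing every row with at least 1 count gave 282 lower and 226 higher. In that fit the adjusted p of Il1b from edgeR was 2.0e-21 in place of 0.0026, at nearly the same log2 fold change. The error rate of that fit was not tested. Leaving out LPS replicate 1 moved the numbers of called rows further, to 74 lower and 56 higher. Without T0+LPS replicate 1 the numbers were 102 and 85, and without T0+LPS replicate 2 they were 98 and 77. In simulated counts with 200 rows changed by 1.5-fold, 9429 rows passed the filter and were tested. The same test recovered 74% of the changed rows with 8 calls on unchanged rows. Some changes of that size are therefore missed with 3 libraries per group. Smaller changes, as most of the called ones were, were not simulated. The authors' deposited table, made with DESeq2, lists 242 lower and 170 higher rows at the same threshold. Of these, 152 and 118 were also called with edgeR.

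**Figure D1:**
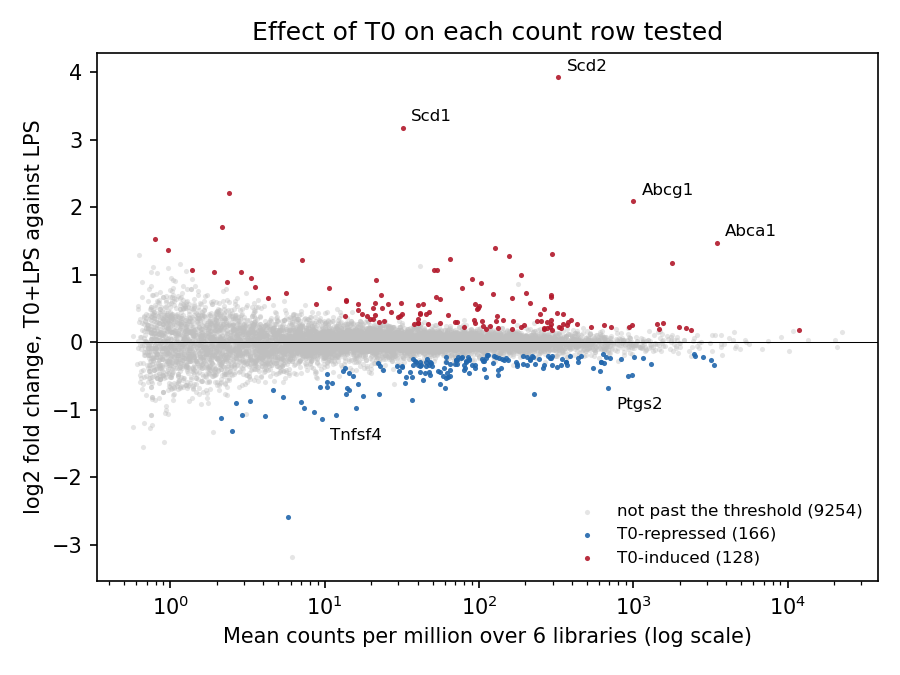
Log2 fold change of T0+LPS against LPS for each of the 9548 rows tested, against the mean CPM over the 6 libraries on a log axis. Blue points are the 166 T0-repressed rows, red points the 128 T0-induced rows and gray points the rest, and Scd2 is highest at 3.93.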

More than half of T0-repressed genes (61%) are LPS-inducible inflammatory genes (Figure 5A). 

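The paper does not state when the Veh libraries were harvested, so the comparison of LPS with Veh may include a difference in culture time. In this comparison, 9768 rows were tested, of which 3188 were higher and 3029 were lower in LPS at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Scaling by library totals alone, without TMM factors, moved these numbers to 1745 and 5460, and moved the median log2 fold change of all rows, which was near 0, to -0.28. By the rule used for T0, the largest LPS-induced genes by fitted log2 fold change were Tmem200b, Cxcl3 and Cxcl1. Tmem200b had no read in any Veh library and was at least 187-fold higher in LPS. That floor lies below the fitted folds of Cxcl1 (1204) and Il1b (645), so the rank of Tmem200b is not established. Cxcl1 rose from 0.764 ± 0.297 CPM (SD, n = 3) to 906 ± 16.6 CPM (SD, n = 3). Of the 166 T0-repressed rows, 146 were LPS-induced, or 88.0% (95% Wilson interval 82.1% to 92.1%), and 9 were LPS-lowered. The interval treats rows as independent and does not cover differences between libraries. Among the 9461 rows tested in both comparisons, 33.7% were LPS-induced. In 10000 random lists matched on mean CPM, added after the data were seen, the median share was 45.8% and the highest was 58.4%. Because the LPS libraries enter both comparisons, counts were also simulated with an unchanged T0+LPS group. In 20 such simulations the share of LPS-induced rows among the 166 lowest-ranked rows was between 39.8% and 49.4%. The share depends on how LPS-inducible is defined. It was 66.3% when an LPS log2 fold change over 1 was required, and 92.2% when any increase counted. In the authors' deposited tables, 147 of the 242 lower rows, or 60.7%, are in the list of LPS-induced rows, all of which have an RPKM ratio of LPS to Veh of at least 1.50. Across the rows tested in both comparisons, the LPS and T0 effects had a Pearson r of -0.32 and a Spearman rho of -0.30, where the simulations gave medians of -0.08 and -0.11. Genes are not independent replicates, so no p is given. The paper states that most T0-repressed genes are inflammatory genes that LPS induces (Figure 5A).

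**Figure D2:**
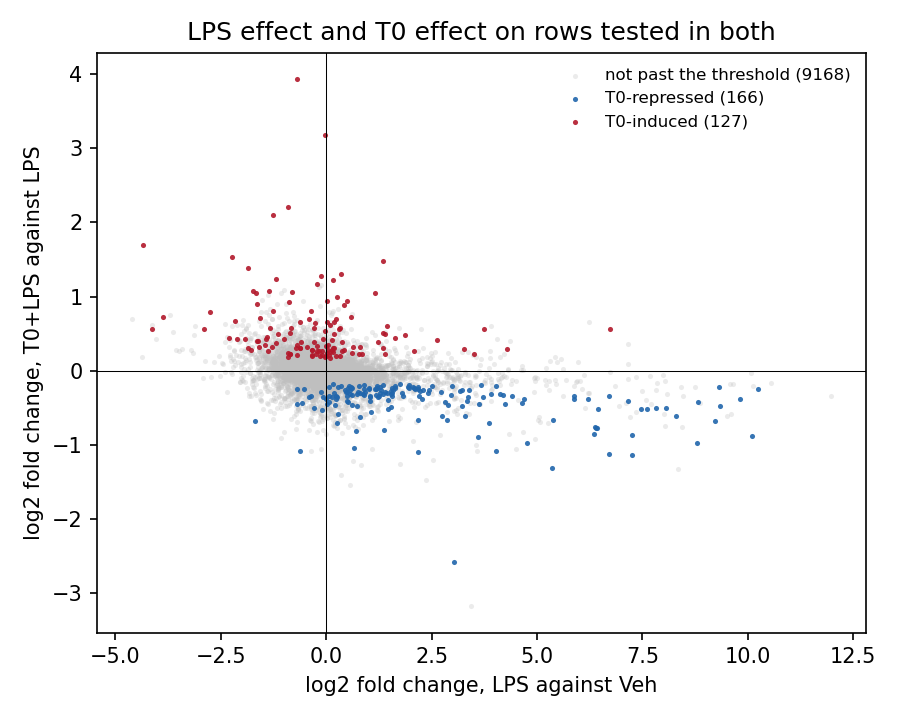
Log2 fold change of T0+LPS against LPS (vertical axis) against that of LPS against Veh (horizontal axis) for the 9461 rows tested in both comparisons. Blue points are T0-repressed rows and red points T0-induced rows, and 146 of the 166 blue points are LPS-induced.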

GO analysis showed that T0-repressed genes are associated with immune-related functions, including regulation of T-helper cell differentiation, leukocyte cell-cell adhesion, chemokine signaling, and granulocyte chemotaxis (Figure 5B; Table S6). 

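No Gene Ontology table was used here. Chemokine ligand genes, taken by their symbols, stood for the chemokine categories. Of 39 such symbols in the count table, 21 had a row that was tested, and 13 of these rows had a lower mean in T0+LPS than in LPS and 8 a higher mean. The median log2 fold change was -0.05. The rows called lower were Cxcl1, Cxcl2 and Ccl22, and none was called higher. Adjusted over the list alone, 6 rows were lower and 1 was higher. As a set, chemokine ligands ranked lower than other rows with limma's camera test at a preset correlation of 0.01 (adjusted p = 0.0042 over the 5 sets tested). The set was defined by symbol but holds Cxcl1, Cxcl2, Cxcl3, Ccl3 and Ccl5, which the paper shows as T0-repressed in these libraries. This result is therefore not independent of the paper's. Neither limma's fry (adjusted p = 0.22) nor camera with an estimated correlation (adjusted p = 0.32) placed the set past the threshold, and without T0+LPS replicate 1 the camera adjusted p was 0.14. Ccl22, on chromosome 8 of mm10 from 94745684 to 94751388, fell from 39.8 ± 1.68 CPM (SD, n = 3) in LPS to 27.8 ± 6.29 CPM (SD, n = 3) in T0+LPS, a log2 fold change of -0.51 (standard error 0.11, adjusted p = 0.021 from edgeR's quasi-likelihood test). Its adjusted p was above 0.05 without LPS replicate 1 (0.060), T0+LPS replicate 1 (0.074) or T0+LPS replicate 2 (0.11).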

T0-induced genes are associated with lipoprotein activity and cellular lipid metabolism (Figure 5C). 

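A list of 18 LXR target genes, written down before the counts were examined, had 17 rows that were tested. It holds genes of lipid transport and synthesis and also others, such as Mertk, Arl4c, Cd5l and Mylip. All 17 rows had a higher mean in T0+LPS than in LPS, and 14 were called higher at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Adjusted over the list alone, 16 rows were called. The median log2 fold change was 1.00, and the values ran from 0.12 to 3.93. The set ranked higher than other rows with limma's camera (adjusted p = 8.1e-52 over 5 sets), and the call held with fry (adjusted p = 3.6e-06) and with an estimated correlation (adjusted p = 0.00068). Abca1, a cholesterol efflux transporter on chromosome 4 of mm10 from 53030789 to 53159895, rose from 1839 ± 159 CPM (SD, n = 3) to 5101 ± 184 CPM (SD, n = 3), a log2 fold change of 1.47 (standard error 0.06, adjusted p = 1.8e-10 from edgeR's test). Abcg1, on chromosome 17 from 31057694 to 31117981, rose from 381 ± 11.3 CPM (SD, n = 3) to 1620 ± 46.3 CPM (SD, n = 3), a log2 fold change of 2.09 (standard error 0.05, adjusted p = 1.1e-13 from the same edgeR test). The log2 fold changes of Srebf1, Lpcat3 and Mertk were 1.31, 0.93 and 1.07. The row tested for Nr1h3 did not pass the threshold, with a log2 fold change of 0.52 and a standard error of 0.35. Lpl, at 0.18, kept its call only without T0+LPS replicate 2 among the 6 fits that each left out 1 library, and its adjusted p was 0.18 without T0+LPS replicate 3. Cd5l, at 0.39, lost its call in 3 of these fits, with an adjusted p of 0.17 without LPS replicate 1, and Pltp, at 0.26, in 2, with 0.12 without LPS replicate 1.

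**Figure D3:**
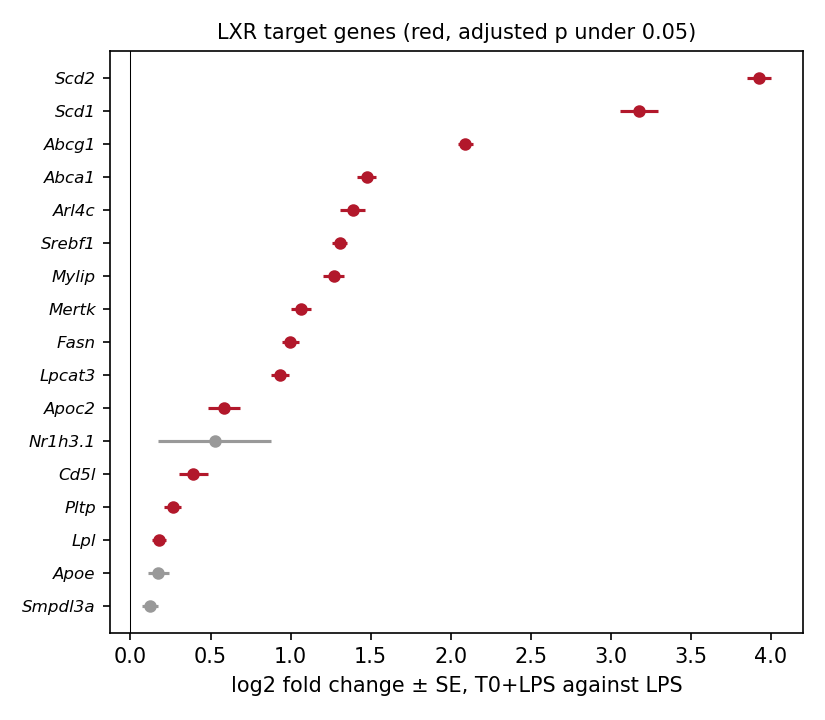
Log2 fold change of T0+LPS against LPS for the 17 tested rows of the LXR target list, with bars for the standard error and 3 libraries per group. Red points have an adjusted p under 0.05, and all points lie above 0, from 0.12 to 3.93 for Scd2.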

As the roles of LXR in lipid metabolism and control of T cell priming are well established (Ito et al., 2016), we investigated the enrichment of multiple GO categories regulating leukocyte and specifically neutrophil migration among T0-repressed genes. 

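The 12 genes that the paper shows for leukocyte cell-cell adhesion and granulocyte chemotaxis all had a lower mean in T0+LPS than in LPS. Over all rows tested, 8 of them passed an adjusted p of 0.05 from edgeR's quasi-likelihood test. Adjusted over the list alone, all 12 passed, which is not independent evidence because the study chose the list on these libraries. The groups did not overlap for 10 of the 12. Chance gives 10% for 3 against 3, but only for genes not chosen on these libraries. Vcam1, on chromosome 3 of mm10 from 116110020 to 116129688, fell from 74.7 ± 3.50 CPM (SD, n = 3) to 52.1 ± 6.07 CPM (SD, n = 3), a log2 fold change of -0.51 (standard error 0.07, adjusted p = 0.0010 from edgeR's test). Icam1, on chromosome 9 from 21015960 to 21028796, fell from 3729 ± 193 CPM (SD, n = 3) to 2939 ± 246 CPM (SD, n = 3), a log2 fold change of -0.34. Olr1 and Cx3cr1 each had a log2 fold change of -0.50, and Cx3cr1 lost its call in 3 of the 6 fits that each left out 1 library, with an adjusted p of 0.10 without T0+LPS replicate 2. Cxcl1 and Cxcl2 fell by 0.25 and 0.21 on the log2 scale. The integrin gene Itgb2, on chromosome 10 from 77530348 to 77565674, fell from 2627 ± 126 CPM (SD, n = 3) to 2317 ± 79.1 CPM (SD, n = 3), a log2 fold change of -0.18 (standard error 0.05, adjusted p = 0.049 from the same edgeR test). Of the 6 fits without 1 library, only that without LPS replicate 3 kept its call, and its adjusted p was 0.31 without LPS replicate 1. Among 10 alternative settings, the Itgb2 call was lost in 3. These were the replicate number as a block in edgeR (adjusted p = 0.075) or DESeq2 (0.088), and thinning to the smallest library (0.058 from edgeR). Not past the threshold were Cxcl3 (log2 fold change -0.17), Ccl5 (-0.20), Ccl3 (-0.18) and Anxa1 (-0.19), with adjusted p-values from edgeR between 0.070 and 0.10. Without LPS replicate 3, Anxa1 (adjusted p = 0.0091), Ccl3 (0.017) and Ccl5 (0.025) passed, and Ccl3 also passed without T0+LPS replicate 3 (0.040). Of 16 rows whose symbols begin as those of integrin subunits, 12 had a lower mean with T0, and adjusted over the list alone 5 were lower and 1 higher. The rows include Itgb3bp and Itgb1bp1, which match by symbol but are not integrins. The call for Itga4, with a log2 fold change of -0.33 (adjusted p = 0.044 from edgeR) and groups that overlapped, was lost in 4 of the 6 fits, with an adjusted p of 0.16 without T0+LPS replicate 1. Among the 10 alternative settings, only DESeq2 with its defaults lost the Itga4 call (adjusted p = 0.24). The set ranked lower with limma's camera (adjusted p = 0.00085) and did not pass with fry (adjusted p = 0.067) or an estimated correlation (adjusted p = 0.14). The integrin set holds Itgb2, which the paper names as repressed in these libraries, so it is not independent evidence.

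**Figure D4:**
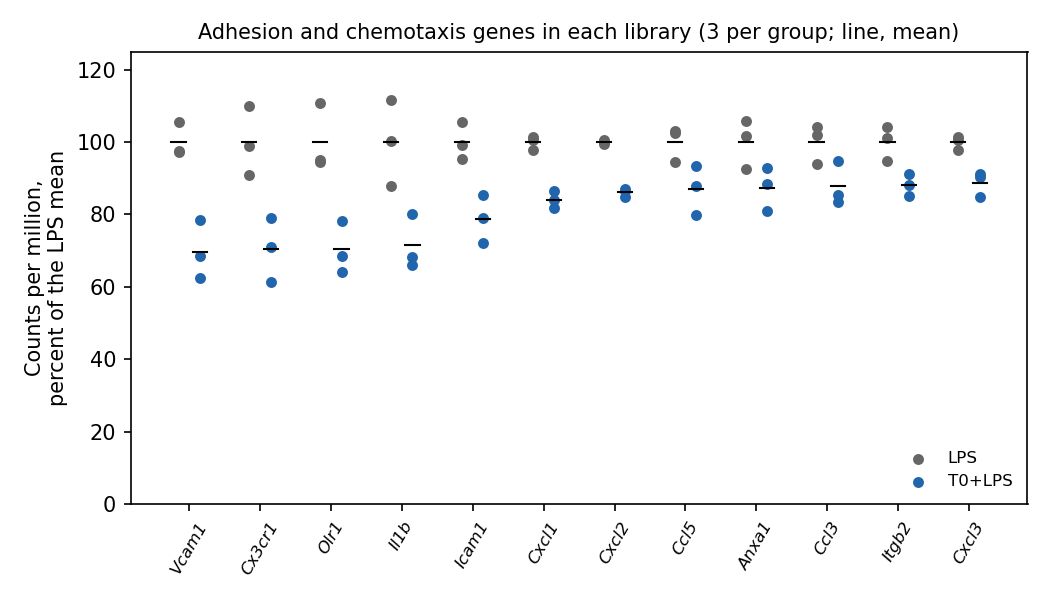
CPM of the 12 adhesion and chemotaxis genes in each of the 3 LPS libraries (gray) and 3 T0+LPS libraries (blue), as a percentage of the LPS mean of that gene, with lines at the group means. The groups do not overlap for 10 of the 12 genes.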

Leukocyte cell-cell adhesion and granulocyte chemotaxis genes repressed by T0 include the cytokine *Il1b*, chemokines, and adhesion molecules, including the beta integrin gene *Itgb2* (Figures 5D and 5E).

### LXR Activation Suppresses Neutrophil Migration *In Vivo*

The repression of genes associated with leukocyte cell-cell adhesion and granulocyte chemotaxis in inflammatory macrophages led us to consider whether LXR activation would block neutrophil recruitment during sterile inflammation. We used the yeast cell wall component zymosan A to elicit sterile peritonitis, which is characterized by infiltration of neutrophils in the onset phase 4–24 hr after zymosan injection, followed by resolution over ~3 days (Newson et al., 2014). Mice were treated for 3 days with 10 mg/kg T0 by daily oral gavage and given a final dose 2 hr before intraperitoneal injection of 0.1 mg zymosan (Figure 6A). Peritoneal exudates were collected 0, 12, and 24 hr after zymosan injection, and peritoneal exudate cells were identified as neutrophils (Ly6G+) or macrophages (F4/ 80+) by flow cytometry.

LXR agonist treatment leads to an overall decrease in peritoneal exudate cell counts (p < 0.05 by two-way ANOVA; Figure 6B). This effect is largely driven by a 44% decrease in neutrophil recruitment during inflammation onset (Figure 6C). Recruitment of monocyte-derived macrophages starts between 12 and 24 hr after zymosan injection, at which point resident macrophages are no longer recovered (Bannenberg et al., 2005), and is unchanged in T0-treated mice when compared to vehicle-treated controls (Figure 6D). Ly6G- F4/80- peritoneal exudate cell counts are also unchanged (Figure S4A). Blood neutrophil counts are unchanged after 3 days of T0 treatment, suggesting that the effect of T0 on exudate neutrophil counts is a consequence of defective neutrophil recruitment (Figure S4B). Exudate protein content reflects leakage of plasma proteins into the peritoneum (Bannenberg et al., 2005) and is unchanged after T0 treatment (Figure S4C), suggesting a cellintrinsic mechanism for the defect in neutrophil recruitment.

The specific defect in neutrophil migration suggests a potential role for LXR in regulating genes involved in lipid metabolism or cell adhesion in these cells. Thus, we assayed mRNA from neutrophil-rich early peritoneal exudates (4 hr after zymosan administration) and found that the LXR targets *Abca1* and *Abcg1* are induced, while the adhesion molecule *Itgb2* is repressed (Figure 6E). Interestingly, we found that *Abca1* and *Abcg1* are highly expressed and induced by T0 in isolated Ly6G+ exudate neutrophils (Figure 6F), suggesting that T0 has a cell-intrinsic effect on neutrophil cholesterol metabolism. Expression of *Cox2* and *Il1b*, on the other hand, is unchanged in peritoneal exudate mRNA, potentially due to the high level of inflammatory gene expression elicited by zymosan exposure, which exceeds the level of induction of these genes at which they are sensitive to LXR repression *in vitro*, similar to the effects of high levels of LPS (Figures S4D and S4E). These results suggest that LXR may suppress neutrophil migration through both metabolic and anti-inflammatory activities.

## DISCUSSION

LXR agonists suppress inflammation, which has stimulated widespread interest in their development as therapeutics for diseases such as dermatitis, rheumatoid arthritis, and atherosclerosis (Joseph et al., 2003; Kappus et al., 2014; Li et al., 2010). This activity has been linked to either LXR transrepression or cholesterol efflux, but recent studies have challenged the role of transrepression by LXR in control of inflammation (Ito et al., 2015). We confirmed a role for cholesterol efflux in LXR repression but uncovered a *cis*-repressive activity of LXR acting at inflammatory gene enhancers that plays a major role in LXR repression. We further established that this activity targets genes associated with several pro-atherogenic leukocyte functions, including neutrophil migration, and found that LXR agonist treatment blocks neutrophil recruitment during sterile inflammation.

The direct repressive effect of LXR agonists has been attributed to an NCoR-dependent repressive function of SUMOylated LXR acting generally at the stimulus-dependent transcription factor AP-1 (Ghisletti et al., 2009). This model suggests that during LXR repression, LXR binds indirectly to corepressor complexes around AP-1 response elements without a defined role for the DNA-binding domain of LXR. In contrast, we find that the direct repressive activity of LXR is associated with binding in *cis* to LXR response elements and does not appear to require AP-1 activity, indicating that LXR repression is targeted by genome-encoded regulatory interactions to certain inflammatory genes where LXR binds directly. This proposed mechanism of repression is similar to the *cis*-repressive activity of the glucocorticoid receptor (Uhlenhaut et al., 2013). By comparison, cholesterol efflux-dependent anti-inflammatory functions of LXR, which interfere with TLR signaling, have been shown to broadly interfere with TLR signaling and inflammatory gene activation (Ito et al., 2015; Westerterp et al., 2013).

The combined activities of LXR repression attenuate the expression of neutrophil cell adhesion and migration genes, and we observed that LXR activation limits neutrophil recruitment during sterile peritonitis. Our data suggest that the *cis*-repressive function of LXR, by suppressing integrin gene expression, may play a role in this activity. In addition, we found that neutrophil expression of cholesterol efflux transporters is robust and strongly stimulated by T0. A role for cholesterol efflux in limiting inflammatory migration of these cells is consistent with previous reports that ABCA1 activity is associated with decreased migration in macrophages (Zhu et al., 2012). Thus, it is likely that both *cis*-repression and cholesterol efflux contribute to the efficacy of T0 in the suppression of neutrophilic inflammation.

In atherosclerosis, LXR agonists are protective even in the absence of cholesterol efflux transporters, highlighting the importance of the dual functions of LXR in metabolism and inflammatory gene control (Kappus et al., 2014). The repression of neutrophil migration genes by LXR agonists may be particularly important in this context, as mice with cholesterol efflux transporter deficiency in myeloid cells have prominent neutrophil accumulation and neutrophil extracellular trap formation in lesions (Westerterp et al., 2018). Although LXR agonists have hepatotoxic effects, targeting metabolic and inflammatory functions of neutrophils or macrophages by activating LXR in these cells specifically remains a promising therapeutic strategy for the treatment of atherosclerosis.

## STAR⋆METHODS

### CONTACT FOR REAGENT AND RESOURCE SHARING

Further information and requests for resources and reagents should be directed to and will be fulfilled by Alan R. Tall ().

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Animals

Wild-type C57BL/6J mice were obtained from The Jackson Laboratory (stock #000664). LXR KO (*Nr1h3*^*–/–*^ *Nr1h2*^*–/*–^) mice were generated as described previously (Alberti et al., 2001) and were backcrossed into the C57BL/6J background for at least 10 generations. *Myd88*^–/–^ mice were obtained from The Jackson Laboratory (stock #009088) and were backcrossed into the C57BL/6J background for at least 10 generations. *LysMCre Abca1*^*fl/fl*^*Abcg1*^*fl/fl*^ and littermate control *Abca1*^*fl/fl*^*Abcg1*^*fl/fl*^ mice were generated as described previously (Westerterp et al., 2013). *Lpcat3*^*fl/fl*^ were generated as described previously (Kabir et al., 2016) and crossed with *LysMCre* mice from The Jackson Laboratory (stock #004781) to generate mice with myeloid *Lpcat3* deficiency and littermate controls.

All mice were housed at Columbia University Medical Center according to animal welfare guidelines. Animals were kept under specific pathogen-free conditions with ad *libitum* access to both food and water. Mice were fed irradiated chow diet (Purina Mills diet 5053). Housing temperatures were kept within a range of 71–73°F (21.7–22.8°C). Water and cages were autoclaved and cages were changed once weekly. The health status of the mice was monitored using a dirty bedding sentinel program and no health status issues or changes in immune status were identified. Mice were not used for any procedures prior to bone marrow isolation or peritonitis experiments. Female mice aged 8–12 weeks (weight 18–25 g) were used for all experiments. For *in vivo* peritonitis experiments, age-matched mice were randomly assigned to treatment or control groups. No inclusion or exclusion criteria were used. All protocols were approved by the Institutional Animal Care and Use Committee of Columbia University.

#### Primary Cell Culture

For generation of bone marrow-derived macrophages, female mice aged 8–10 weeks were euthanized in accordance with American Veterinary Association Panel on Euthanasia regulations and bone marrow was isolated from femurs and tibias. Bone marrow cells were differentiated into macrophages by culture in DMEM 10% FBS, 1% pen-strep supplemented with 20% L-cell conditioned medium in tissue culture treated plates in an incubator set at 37°C and 5% CO_2_. After 7 days, macrophages were fully differentiated and subjected to a one-day serum deprivation in DMEM, 1% pen-strep supplemented with 4% L-cell conditioned medium to normalize exposure to serum-derived lipoproteins before treatment with LXR agonist and inflammatory agents as described in Method Details.

### METHOD DETAILS

#### Zymosan Peritonitis

Female mice aged 10–12 weeks were randomly assigned to vehicle or LXR agonist treatment groups. Mice were pre-treated with 10 mg/kg T0901317 (Selleckchem) prepared in 0.9% carboxymethylcellulose solution, or vehicle alone, for 3 days by daily oral gavage. Twenty-four hours after the 3rd dose, mice were treated once with 10 mg/kg T0901317 prepared as above, or vehicle alone, by oral gavage 2 hours before intraperitoneal injection of 0.1 mg zymosan (Sigma) in 0.5 mL sterile PBS. At 4, 12, or 24 hours after zymosan treatment, or without zymosan injection, mice were euthanized in accordance with American Veterinary Association Panel on Euthanasia regulations. Peritoneal exudates were harvested and cells were stained with anti-F4/80 clone BM8 (eBioscience) and anti-Ly6G clone 1A8 (BioLegend) for analysis of cell counts by flow cytometry or isolated with anti-F4/80 or anti-Ly6G microbeads (Miltenyi) for RNA analysis. For blood neutrophil counts, blood was collected by cardiac puncture and treated with RBC lysis buffer (Biolegend). Blood cells were stained with anti-CD115 clone AFS98 (Thermo) and anti-Gr1 clone RB6–8C5 (BD Biosciences) for analysis of cell counts by flow cytometry. Exudate protein content was measured by bicinchoninic acid (BCA) assay (Pierce). For peritonitis experiments, data is representative of two independent experiments and 4–6 mice were used for each condition, as indicated in the figure legends.

#### BMDM Treatment and Stimulation

For LXR agonist treatment and inflammatory stimulation of macrophages, BMDM were treated with LXR agonist T0901317 (Selleckchem) at a concentration of 500 nM or DMSO vehicle alone at a 1:10,000 dilution in serum-free medium with 4% L-cell conditioned medium for 3 hours. After this treatment period, macrophages were harvested directly for transposase-accessible DNA isolation from unstimulated cells or stimulated with 10 ng/mL LPS (Cell Signaling) added directly to agonist-containing medium for 2 hours before transposase-accessible DNA or RNA isolation. For knockdown experiments, macrophages were differentiated as described above and treated on day 7 with 100 nM SMARTpool siRNA (Dharmacon) against *Scd2* or control non-targeting siRNA complexed with Lipofectamine RNAiMAX (Thermo) in OptiMEM medium (Thermo) for 24 hours. After this period, Optimem was aspirated and replaced with DMEM, 1% pen-strep supplemented with 4% L-cell supernatant for one additional day. On day 9, macrophages were treated with LXR agonist T0901317 at 500 nM for 3 hours and stimulated with 10 ng/mL LPS for 2 hours. For MAPK inhibitor experiments, macrophages were treated with 10 μM PD0325901 (Sigma) and 1 μM BIRB0796 (AXON Medchem) as described (Tong et al., 2016) starting at the same time as treatment with T0901317 at 500 nM for 3 hours before stimulation with 10 ng/mL LPS for 2 hours. For MERTK antibody neutralization experiments, anti-Mer blocking antibody AF591 (R&D Systems) was added 3 hours prior to treatment with T0901317 at 500 nM for 3 hours and stimulated with 10 ng/mL LPS for 2 hours. For each BMDM stimulation experiment, data is representative of two independent experiments and 3–4 independently differentiated macrophage cultures were used for each condition, as indicated in the figure legends.

#### Gene Expression Analysis

Macrophages were washed twice with cold PBS and lysed in RNA lysis buffer (QIAGEN or Zymo Research). RNA was isolated using RNeasy kits (QIAGEN) or RNA MiniPrep kits (Zymo Research). cDNA was prepared using first strand synthesis kits (Thermo) and qPCR was performed on an ABI StepOnePlus machine with SYBR reagents (Thermo). The following primers were used for qPCR analyses: Cox2-F: AACCGCATTGCCTCTGAAT; Cox2-R: CATGTTCCAGGAGGATGGAG (Nasser et al., 2012); *Il1b*-F: GCAACTG TTCCTGAACTCAACT; *Il1b*-R: ATCTTTTGGGGTCCGTCAACT (Huang et al., 2011); *Abca1*-F: CAGCTTCCATCCTCCTTGTC; *Abca1*-R: CCACATCCACAACTGTCTGG (Murphy et al., 2013); Abcg1-F: GTACCATGACATCGCTGGTG; *Abcg1*-R: AGCCGTA GATGGACAGGATG (Murphy et al., 2013); *Itgb2*-F: CCCAGGAATGCACCAAGTACA; *Itgb2*-R: CAGTGAAGTTCAGCTTCTGGCA

(generated for this paper).

#### ATAC-seq Experimental Preparation

Samples were prepared for ATAC-seq essentially as described previously (Buenrostro et al., 2013). Macrophages were washed twice in cold PBS, scraped in cold PBS, and counted using a hemocytometer. Based on this count, 50,000 cells were aliquoted and pelleted by centrifugation. Cell pellets were washed once with 50 μL cold PBS on ice before lysis in 50 μL hypotonic lysis buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 3 mM MgCl2, 0.1% IGEPAL CA-630) over the course of a 10 minute spin at 4°C. Pelleted nuclei were resuspended in 50 uL transposition reaction mix with 3 uL Nextera transposase per sample (Illumina). The reaction was stopped with 0.1% SDS and transposase-accessible DNA was isolated using AMPure XP beads (Beckman-Coulter). Accessible DNA was amplified by PCR for 5 cycles, assessed for yield by qPCR, and amplified for an additional 7 cycles. Libraries were sequenced on a NextSeq 500 (Illumina).

#### ATAC-seq Data Processing

ATAC data from each sample was aligned using Bowtie2 (Langmead and Salzberg, 2012) after adaptor trimming using cutadapt (Martin, 2011) and PCR duplicates were removed using samtools (Li et al., 2009). Quadruplicate samples for each condition were used for peak calling by MACS2 (Zhang et al., 2008) with the parameters -q 0.001–nomodel–shift 88–extsize 177 to set an FDR threshold of 0.1% and account for average insert size. Coverage tracks were created using deeptools (Ramírez et al., 2014) using reads per genomic content (RPGC) normalization and visualized in Integrative Genomics Viewer (Thorvaldsdóttir et al., 2013). To limit ATAC peak identification to transposase-accessible enhancers and exclude other accessible loci, ATAC peaks were filtered according to correspondence with H3K27ac- or H3K4me2-marked macrophage enhancers in resting or stimulated primary macrophages identified previously (Oishi et al., 2017). Enhancer overlap, overlap between conditions, and nearest gene annotation were performed using bedtools (Quinlan and Hall, 2010). Gene Ontology analysis of nearest genes for each enhancer set was performed using the PANTHER database (Thomas et al., 2003) and sequence motif analysis was performed using HOMER (Heinz et al., 2010). Motif analysis for T0-closed and LPS-opened enhancers was performed using the full set of unstimulated macrophage enhancers as sequence background, while motif analysis for T0-closed-in-LPS enhancers was performed using the full set of LPS-stimulated enhancers as sequence background. Enhancers were aligned to LXR ChIP-seq data from Oishi et al., 2017 using deeptools (Ramírez et al., 2014), and enhancer-TSS distances were computed using custom scripts deposited at https://github.com/dgt2109/bio-script.

#### RNA-seq

For RNA-seq, macrophages were washed twice with cold PBS and lysed in TRIzol reagent (Thermo). RNA was isolated from the aqueous phase using RNeasy kits (QIAGEN). RNA with RIN > 8 was subjected to poly-dT pulldown using magnetic beads (NEB) before preparation for RNA-seq using RNA Ultra kits (NEB). Libraries were sequenced on a NextSeq 500 (Illumina) and reads were aligned to the mm10 transcriptome using HISAT2 (Kim et al., 2015) after adaptor trimming using cutadapt (Martin, 2011). Reads counts per gene for RefSeq genes were computed using featureCounts (Liao et al., 2014). Counts were normalized to reads per kilobase per million (RPKM) and processed for pairwise differential expression analysis of selected conditions using DESeq2 (Love et al., 2014) with a False Discovery Rate (FDR)-adjusted p value cutoff of 0.05. Gene Ontology analysis was performed using the PANTHER database (Thomas et al., 2003).

#### Measurement of Phosphatidylcholine Subspecies

Phosphatidylcholine subspecies of BMDM were measured using infusion-based high-resolution mass spectrometry as described previously (Li et al., 2012) using a Triple TOF 5600 (AB-Sciex). Lipids were extracted using the Bligh/Dyer method (Bligh and Dyer, 1959) after addition of internal standards and data were acquired on a Triple TOF 5600 operated in TOF mode at a resolution of 35,000, electrospray source voltage of 5500 v on the Turbo B spray interface, declustering potential of 100 V, scanning from 100 to 1200 Da. Samples were infused at ~20 μL/min in a solution of 4:2:1 isopropanol:methanol:chloroform with 10 mM ammonium acetate with a Reliance autosampler (Sparck) operating in pressurized vessel mode. Quantitation was performed using MultiQuant (AB-Sciex). A window of ± 5 mDa was used to identify PC species. Curves were calculated using 1/X weighting and were applied uniformly.

### QUANTIFICATION AND STATISTICAL ANALYSIS

All data are presented as mean ± SEM. In BMDM experiments, sample size (*n*) represents the number of individually differentiated primary macrophage cultures in each experiment. In peritonitis experiments, sample size (*n*) represents the number of individual mice in each experiment. The statistical parameters (*n*, mean, SEM, and statistical tests used) can be found within the figure legends and figures. For comparisons of 2 datasets, the Student’s t test with Benjamini-Hochberg multiple testing correction was used to determine significance. For comparison of 3 or 4 datasets, one-way ANOVA with Tukey’s post hoc test was used, except in the case of time-course data where two-way ANOVA with Sidak’s post hoc test was used to determine significance. For RNA-seq, gene expression differences were evaluated by Wald test after linear model fitting using DESeq2 and genes significant at 5% FDR were considered to be differentially expressed. ATAC-seq peaks were identified using Model-Based Analysis of ChIP-seq 2 (MACS2) software. Enhancer-gene distance distributions were compared using Kruskal-Wallis nonparametric one-way ANOVA with Dunn post hoc test. The criterion for significance was set at p < 0.05. No inclusion or exclusion criteria were used. No statistical method was used to determine whether the data met assumptions of the statistical approach. Statistical analyses were performed using GraphPad Prism version 7.0.3 or R software with the indicated packages for sequencing data.

### DATA AND SOFTWARE AVAILABILITY

The NCBI GEO accession numbers for high throughput sequencing data reported in this paper are GEO: GSE110002, GSE109997, and GSE109998. Custom scripts for enhancer-promoter distance calculation are deposited at https://github.com/dgt2109/bio-script.

## Supplementary Material

1

2

## Figures and Tables

**Figure 1.**
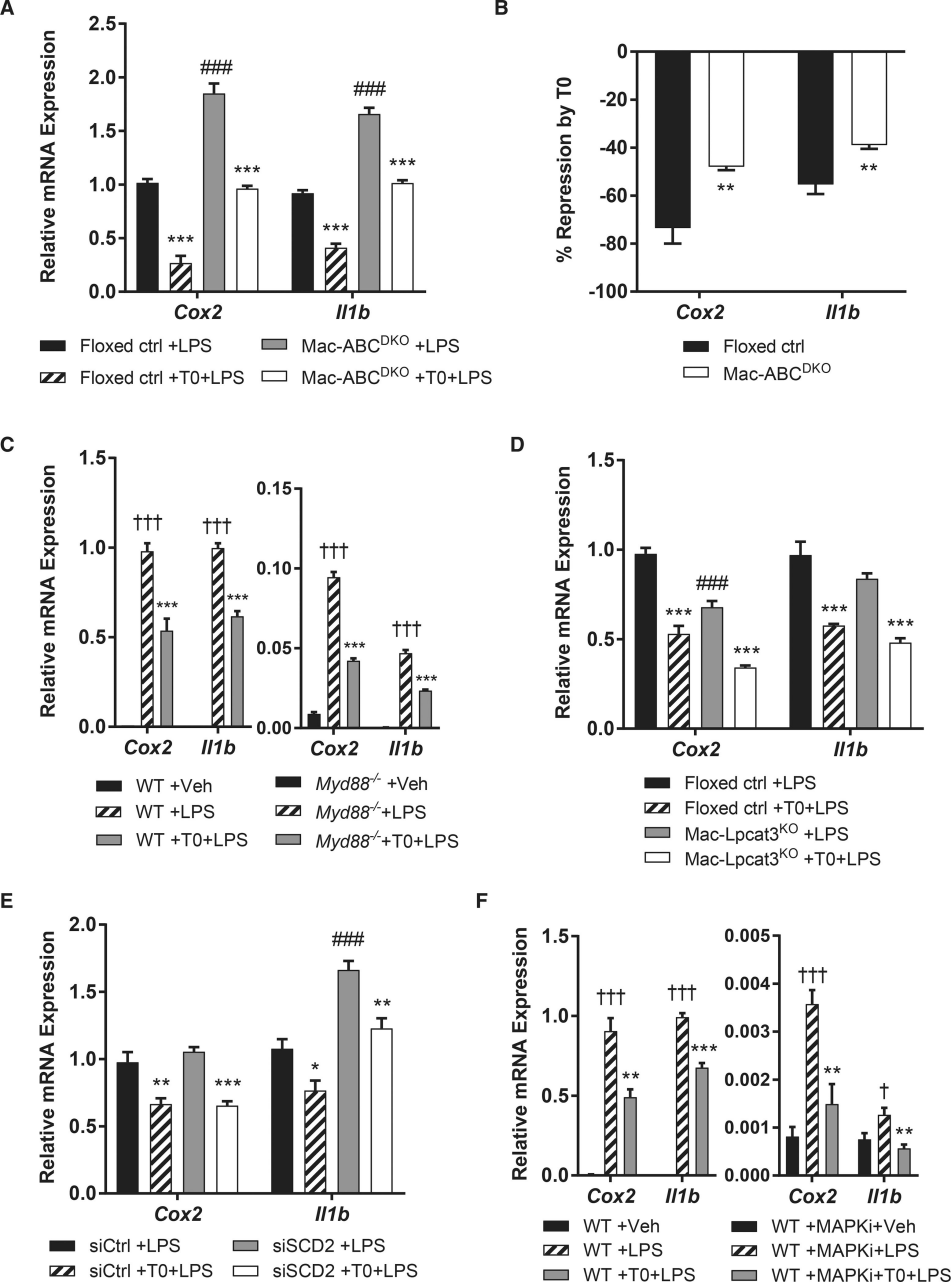
Cholesterol Efflux Transporters Partly Mediate LXR Repression (A) *Abca1*^*fl/fl*^*Abcg1*^*fl/fl*^ (floxed ctrl) or *LysMCre Abca1*^*fl/fl*^*Abcg1*^*fl/fl*^ (Mac-ABC^DKO^) BMDMs were treated for 3 hr with 500 nM T0 before stimulation with 10 ng/mL LPS for 2 hr. (B) Data in (A) plotted as percent repression normalized to the extent of LPS-inducible gene expression in each genotype. (C) Wild-type (WT) or *Myd88*^–/–^ BMDMs were treated as in (A). (D) *Lpcat3*^*fl/fl*^ (floxed ctrl) or *LysMCre Lpcat3*^*fl/fl*^ (Mac-Lpcat3^KO^) BMDMs were treated as in (A). (E) BMDMs were transfected with siSCD2 SMARTpool siRNA or non-targeting siRNA (siCtrl) for 24 hr, rested for 24 hr, and then treated as in (A). (F) BMDM were treated with MAPK inhibitors (10 μM PD0325901 and 1 μM BIRB0796) and then treated as in (A). mRNA expression was evaluated by qPCR, and mean ± SEM is plotted. n = 4 biological replicates. Significance was determined by one-way ANOVA with Tukey’s post hoc test (A and C–F) or Student’s t test with Benjamini-Hochberg multiple testing correction (B). *p < 0.05, **p < 0.01, and ***p < 0.001 for T0 treatment versus control; #p < 0.05, ##p < 0.01, and ###p < 0.001 for alternative genotype; †p < 0.05, ††p < 0.01, and †††p < 0.001 for LPS versus vehicle (Veh). Data are representative of two independent experiments. See also Figure S1.

**Figure 2.**
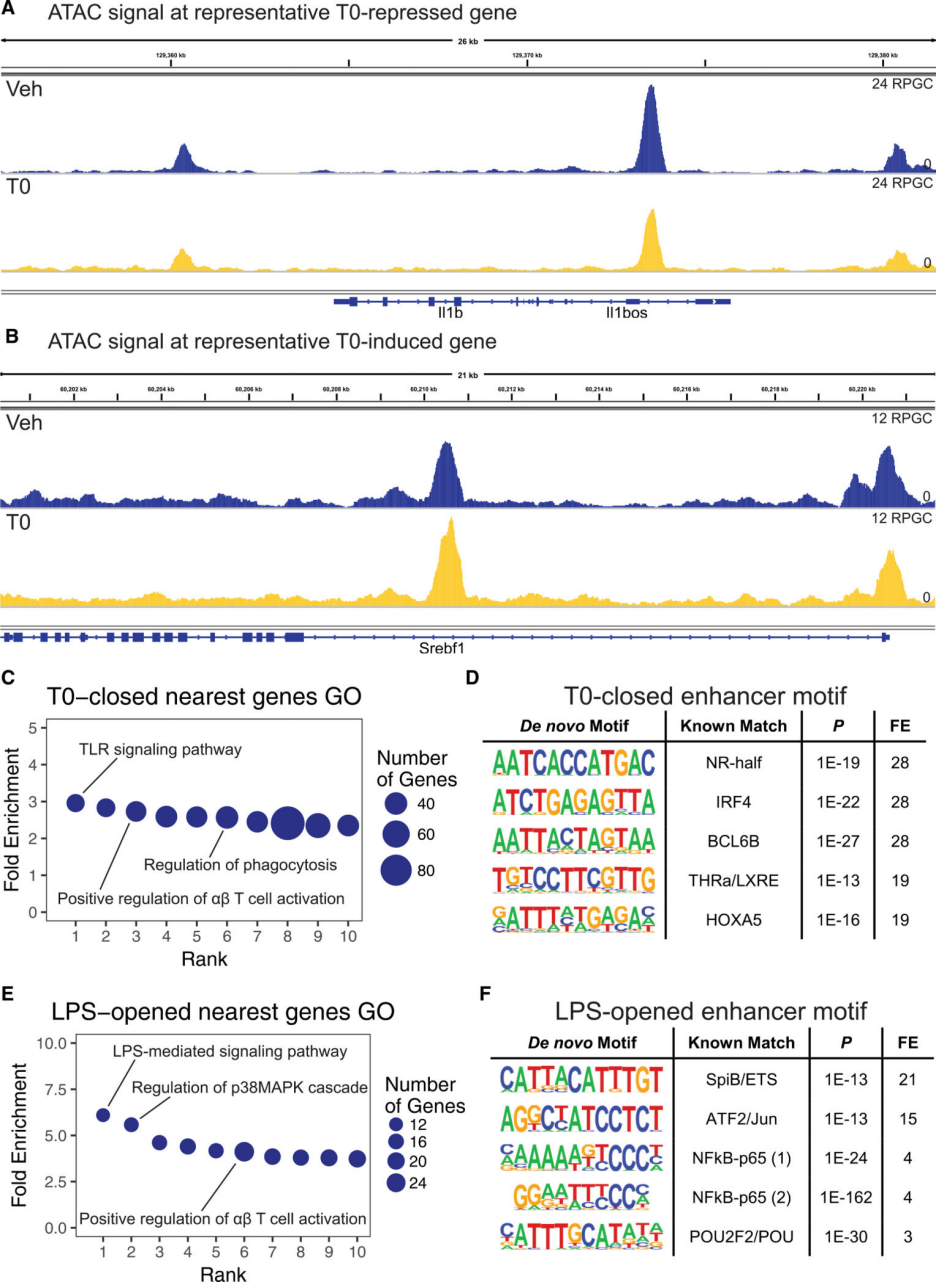
LXR Agonist Closes Chromatin at Inflammatory Gene Enhancers WT BMDMs were treated for 3 hr with 500 nM T0 before stimulation with 10 ng/mL LPS for 2 hr and harvested for ATAC-seq. Accessible regions were determined from ATAC-seq data, and analysis was restricted to macrophage H3K4me2- or H3K27ac-marked enhancers defined by Oishi et al. (2017). (A and B) Representative genome browser track of chromatin accessibility signal around the T0-repressed gene *Il1b* (A) and the T0-induced gene *Srebf1* (B) with vehicle or T0 treatment. Signal is plotted in units of reads per genomic content (RPGC). (C) PANTHER GO categories enriched in genes nearest to T0-closed enhancers (Bonferroni-adjusted p < 0.05). (D) HOMER de *novo* motifs enriched in T0-closed enhancers (p < 1 3 10^–12^; top 5 motifs displayed). FE, fold enrichment; LXRE, LXR response element; NR-half, nuclear receptor half-site. (E) PANTHER GO categories enriched in genes nearest to LPS-opened enhancers (Bonferroni-adjusted p < 0.05). (F) HOMER de *novo* motifs enriched in LPS-opened enhancers (p < 1 3 10^–12^; top 5 motifs displayed). n = 4 biological replicates. FE, fold enrichment. See also Figure S2 and Tables S1–S5.

**Figure 3.**
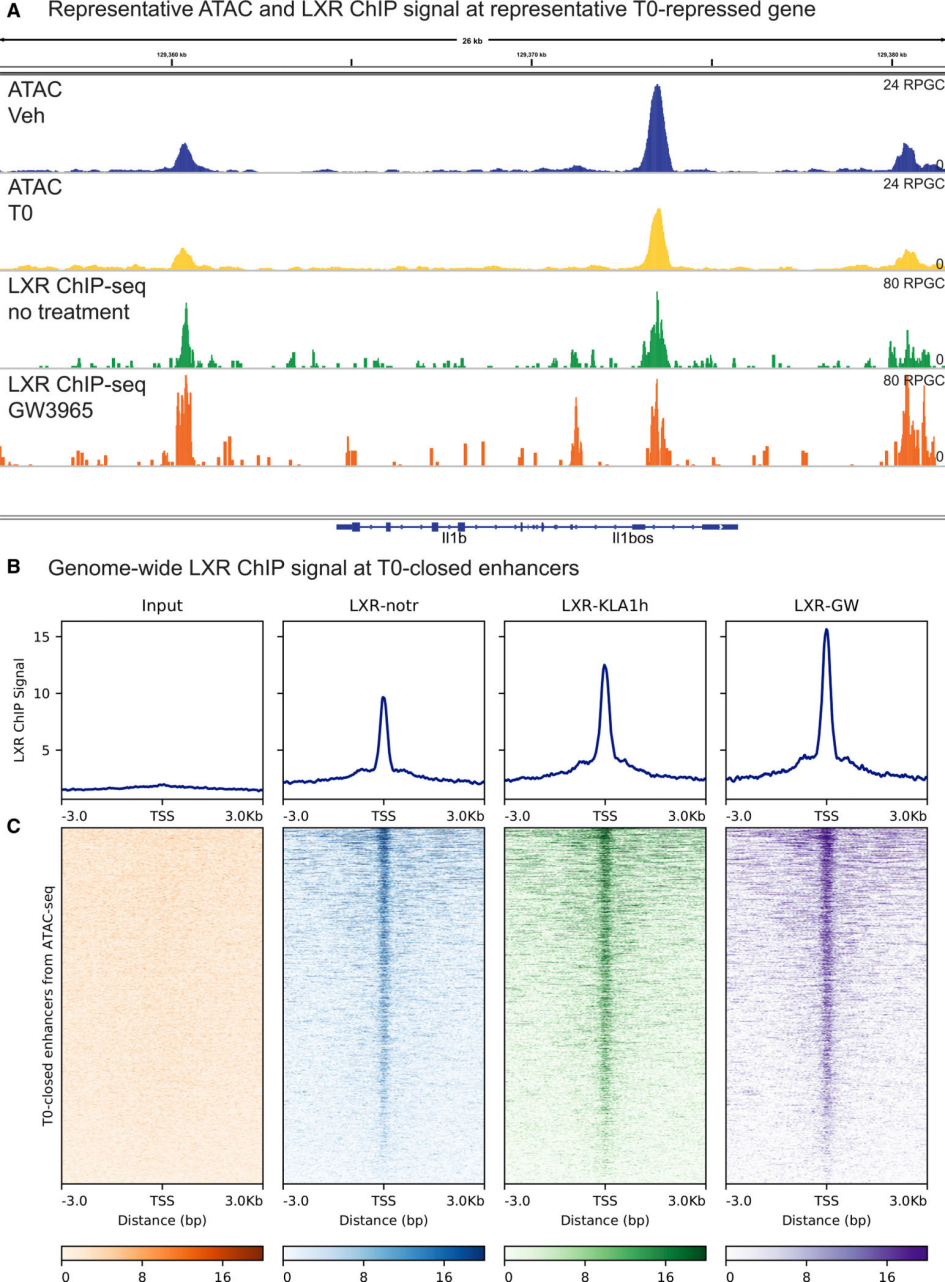
LXR Binding by ChIP-Seq Localizes at T0-Closed Enhancers The LXR ChIP-seq signal from Oishi et al. (2017) was plotted at enhancer sets derived from ATAC-seq of BMDMs treated for 3 hr with 500 nM T0 before stimulation with 10 ng/mL LPS for 2 hr. (A) Representative genome browser track of the LXR ChIP signal around the T0-repressed gene *Il1b*. The signal is plotted in units of reads per genomic content (RPGC). (B) Histogram of the LXR ChIP-seq signal centered on T0-closed enhancers. LXR-GW, chromatin from thioglycolate-elicited macrophages (TGEMs) treated with the LXR agonist GW3965 for 24 hr; LXR-KLA1h, chromatin from TGEMs stimulated with the TLR4 agonist KLA for 1 hr; LXR-notr, chromatin from resting TGEMs immunoprecipitated with anti-LXR antibody (notr, no treatment). (C) Heatmap of the LXR ChIP-seq signal as in (B) centered on T0-closed enhancers. n = 4 biological replicates (ATAC-seq) or 1 biological replicate (LXR ChIP-seq). See also Figure S3.

**Figure 4.**
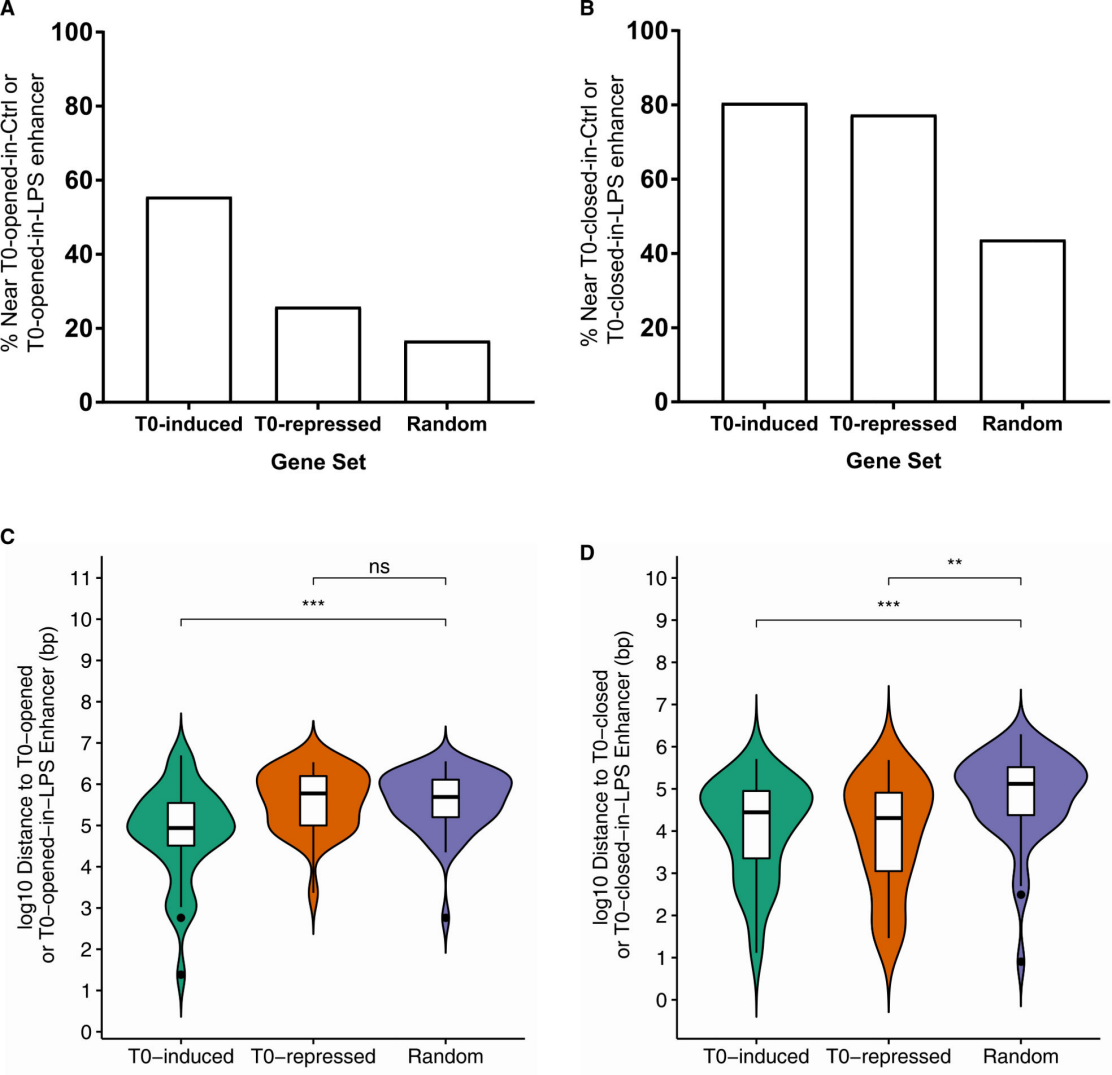
Chromatin Accessibility Changes with T0 Are Linked to Gene Expression Changes Transcription start site (TSS) positions of differentially expressed genes in RNA-seq of BMDMs treated with T0 for 3 hr and 10 ng/mL LPS for 2 hr were compared to positions of enhancers opened or closed by T0 in ATAC-seq data collected from BMDMs in the same conditions. (A and B) Percentage of genes in T0-induced, T0-repressed, or random genes with an enhancer opened by T0 (A) or closed by T0 (B) in the control or LPS-stimulated condition within 100 kb of the TSS. (C and D) Distribution of distances from the TSS to the nearest enhancer for T0-induced, T0-repressed, or random genes to enhancers opened by T0 (C) or closed by T0 (D) in the control or LPS-stimulated condition. n = 4 biological replicates (ATAC-seq) or 3 biological replicates (RNA-seq). Significance was determined by Kruskal-Wallis nonparametric one-way ANOVA with Dunn post hoc test. *p < 0.05, **p < 0.01, ***p < 0.001; ns, not significant.

**Figure 5.**
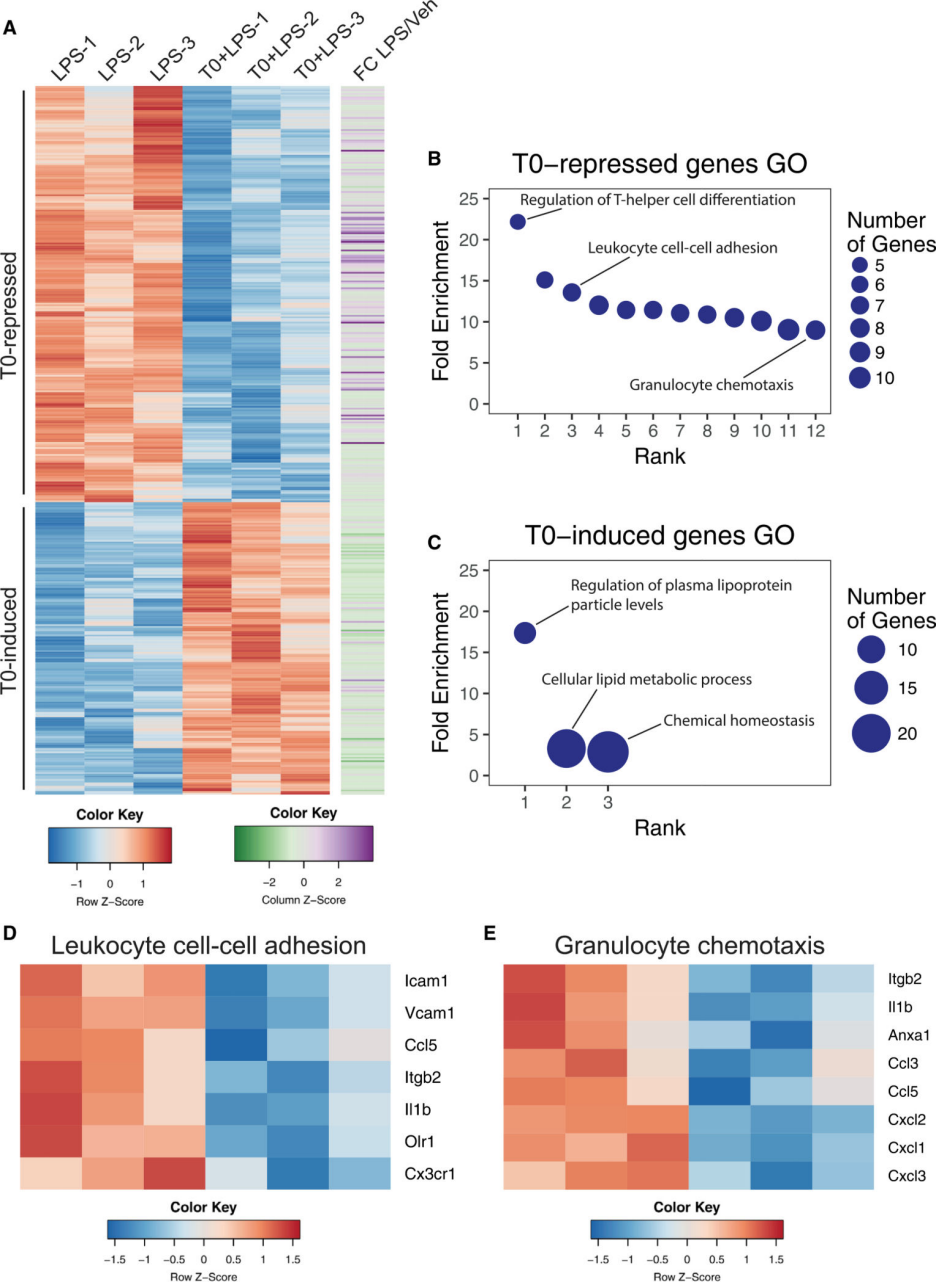
LXR Represses Neutrophil Migration Genes WT BMDMs were treated for 3 hr with 500 nM T0 before stimulation with 10 ng/mL LPS for 2 hr and harvested for RNA-seq. (A) Heatmap of all induced or repressed genes at 5% FDR, colored by row-normalized *Z* score, with extent of induction by LPS indicated on right. (B) PANTHER GO categories enriched in T0-repressed genes (Bonferroni-adjusted p < 0.05). (C) PANTHER GO categories enriched in T0-induced genes (Bonferroni-adjusted p < 0.05). (D and E) Row-normalized Z score for T0-repressed genes in the GO category “Leukocyte cell-cell adhesion” (D) or “Granulocyte chemotaxis” (E). n = 3 biological replicates. See also Table S6.

**Figure 6.**
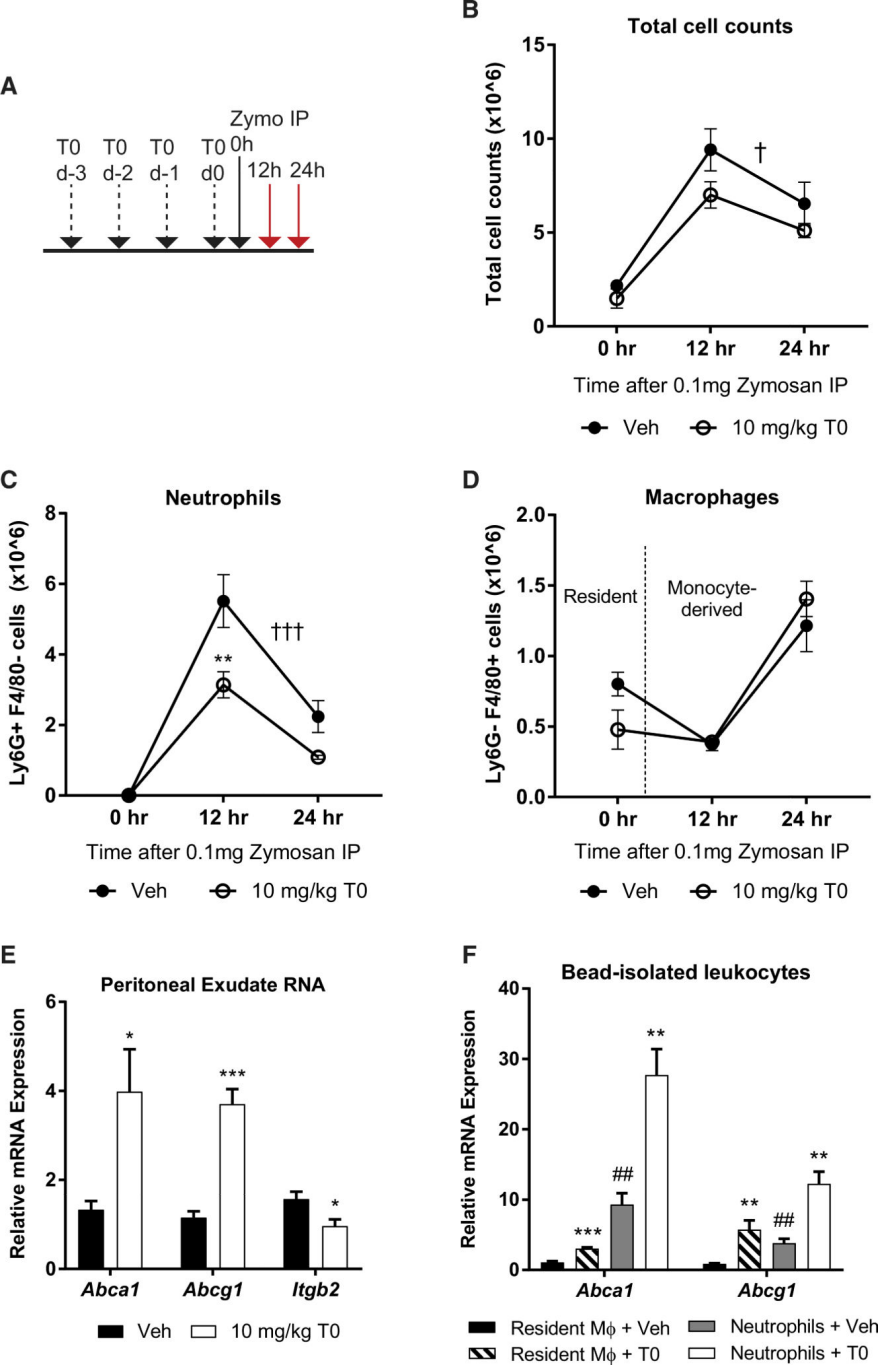
LXR Activation Suppresses Neutrophil Migration *In Vivo* Mice were treated with T0 or vehicle before induction of zymosan peritonitis. (A) Dosing schedule for treatments and harvest of peritoneal exudates. (B–D) Total peritoneal exudate cell (B), neutrophil (C), and macrophage (D) counts at 0, 12, or 24 hr after zymosan injection. Cell counts were determined by flow cytometry. (E) Peritoneal exudate cell mRNA expression at 4 hr after zymosan injection was measured by qPCR. (F) Peritoneal exudate leukocyte subsets were isolated using anti-Ly6G- or anti-F4/80-conjugated magnetic beads at 4 hr after zymosan injection and mRNA expression was measured by qPCR. Mean ± SEM is plotted; n = 4–5 biological replicates. Significance was determined by two-way ANOVA with Sidak’s post hoc test (B–D) or by Student’s t test with Benjamini-Hochberg multiple testing correction (E and F). *p < 0.05, **p < 0.01, and ***p < 0.001 for individual time point; †p < 0.05, ††p < 0.01, and †††p < 0.001 for treatment effect by 2-way ANOVA; #p < 0.05, ##p < 0.01, and ###p < 0.001 for leukocyte subset effect. Data are representative of two independent experiments. See also Figure S4.

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
F4/80-Pacific Blue	Thermo	Cat# MF48028; RRID:AB_10373419
Ly6G-FITC	BioLegend	Cat# 127605; RRID:AB_1236488
Mer neutralizing antibody	R&D Systems	Cat# AF591; RRID:AB_2098565
Normal goat IgG control	R&D Systems	Cat# AB-108-C; RRID:AB_354267
Chemicals, Peptides, and Recombinant Proteins		
T0901317	Selleckchem	Cat# S7076
Lipopolysaccharide	Cell Signaling	Cat# 14011
Lipofectamine RNAiMAX	Thermo	Cat# 13778075
Scd2 SMARTpool siRNA	Dharmacon/GE	Cat# L-045507–01-0005
Non-targeting control SMARTpool siRNA	Dharmacon/GE	Cat# D-001810–10-05
PD0325901	Sigma	Cat# PZ0162
BIRB0796	AXON Medchem	Cat# 1358
Critical Commercial Assays		
Nextera DNA library prep kit	Illumina	Cat# FC-121–1030
NEBNext RNA Ultra library prep kit	NEB	Cat# E7530S
F4/80 microbeads, ultrapure, mouse	Miltenyi	Cat# 130–110-443
Ly6G microbeads, mouse	Miltenyi	Cat# 130–092-332
BCA protein assay kit	Pierce	Cat# 23225
Deposited Data		
LXR agonist ATAC-seq	This paper	GEO: GSE109998
LXR agonist RNA-seq	This paper	GEO: GSE109997
LXR ChIP-seq	Oishi et al., 2017	GEO: GSE79423
H3K27ac ChIP-seq	Oishi et al., 2017	GEO: GSE79423
H3K4me2 ChIP-seq	Oishi et al., 2017	GEO: GSE79423
Experimental Models: Organisms/Strains		
mouse: *Nr1h3*^−/−^ *Nr1h2*^*−/−*^; B6.129S1.129X1-*Nr1h2*^*tm1.1Gstr*^ *Nr1h2*^*tm1.1Gstr*^	Alberti et al., 2001	MGI Cat# 2653351, RRID:MGI:2653351
mouse: *Myd88*^−/−^; B6.129P2(SJL)-*Myd88*^*tm1.1Defr*^/J	The Jackson laboratory	JAX Cat# 009088; RRID:MGI:4430210
mouse: *Abca1*^*fl/fl*^*Abcg1*^*fl/fl*^; B6.Cg-*Abca1*^*tm1Jp*^ *Abcg1*^*tm1Tall*^/J	Westerterp et al., 2013	JAX Cat# 021067; RRID:IMSR_JAX:021067
Mouse: *Lpcat3*^*fl/fl*^; B6.Cg-*Lpcat3*^*tm1*.1*Igl*^/N	Kabir et al., 2016	MGI Cat# 6158452; RRID: N/A
mouse: *LysMCre*;B6.129P2-*Lyz2*^*tm1(cre)Ifo*^/J	The Jackson laboratory	JAX Cat# 004781; RRID:IMSR_JAX:004781
Oligonucleotides		
Mouse Cox2 forward primer: AACCGCATTGCCTCTGAAT	Nasser et al., 2012	N/A
Mouse Cox2 reverse primer: CATGTTCCAGGAGGATGGAG	Nasser et al., 2012	N/A
Mouse Il1b forward primer: GCAACTGTTCCTGAACTCAACT	Huang et al., 2011	N/A
Mouse Il1b reverse primer: ATCTTTTGGGGTCCGTCAACT	Huang et al., 2011	N/A
Mouse Abca1 forward primer: CAGCTTCCATCCTCCTTGTC	Murphy et al., 2013	N/A
Mouse Abca1 reverse primer: CCACATCCACAACTGTCTGG	Murphy et al., 2013	N/A
Mouse Abcg1 forward primer: GTACCATGACATCGCTGGTG	Murphy et al., 2013	N/A
Mouse Abcg1 reverse primer: AGCCGTAGATGGACAGGATG	Murphy et al., 2013	N/A
Mouse Itgb2 forward primer: CCCAGGAATGCACCAAGTACA	This paper	N/A
Mouse Itgb2 reverse primer: CAGTGAAGTTCAGCTTCTGGCA	This paper	N/A
Software and Algorithms		
Graphpad Prism v7.0.3	GraphPad Software	https://www.graphpad.com/scientificsoftware/prism/
cutadapt v1.14	Martin, 2011	https://cutadapt.readthedocs.io/en/stable/guide.html
samtools v1.5	Li et al., 2009	http://samtools.sourceforge.net/
MACS2 v2.1.1	Zhang et al., 2008	https://github.com/taoliu/MACS
Deeptools v2.5.4	RamÍrez et al., 2014	https://deeptools.readthedocs.io/en/develop/
Integrative Genomics Viewer v2.4.14	Thorvaldsdóttir et al., 2013	http://software.broadinstitute.org/software/igv/
bedtools v2.25.0	Quinlan and Hall, 2010	https://bedtools.readthedocs.io/en/latest/
PANTHER GO	Thomas et al., 2003	http://www.geneontology.org/page/goenrichment-analysis
HOMER v4.9.1	Heinz et al., 2010	http://homer.ucsd.edu/homer/
HISAT2 v2.1.0	Kim et al., 2015	https://ccb.jhu.edu/software/hisat2/index.shtml
featureCounts v1.5.0r	Liao et al., 2014	http://subread.sourceforge.net/
DESeq2 v1.18.1	Love et al., 2014	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
FACS DiVa	BD Biosciences	http://www.bdbiosciences.com/us/instruments/research/software/flowcytometry-acquisition/bd-facsdivasoftware/m/111112/overview
FlowJo	FlowJo	https://www.flowjo.com/solutions/flowjo
MultiQuant	AB-Sciex	https://sciex.com/products/software/multiquant-software
promoter-enhancer_dist.sh	This paper	https://github.com/dgt2109/bio-script

How the deposited data were processed for this re-analysis (not part of the article)

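RNA-seq libraries from BMDMs were compared in 3 groups of 3, Veh, LPS and T0+LPS, mapped from the sample labels and the paper's methods. The authors made the count table by trimming adaptors with cutadapt, aligning to the mm10 transcriptome with HISAT2 and counting reads on RefSeq transcripts with featureCounts; its values are whole read counts that were not normalized. The deposited fold values are the authors' ratios of mean RPKM (reads scaled to transcript length and library size), T0+LPS over LPS, with no factor for library composition. The deposited adjusted p-values are those of the authors' DESeq2 test on the same pair of groups. A further table of theirs lists gene names for LPS against Veh without values.

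Counts were analysed as deposited, with the row (1 RefSeq transcript) as the unit. The main test was edgeR 4.0.16's quasi-likelihood test in R 4.3.3 with TMM factors, filterByExpr over the 2 groups compared and Benjamini-Hochberg adjustment at 0.05, fitted to 6 libraries at a time. Each standard error given for edgeR was derived, as the absolute log2 fold change divided by the square root of the test's F statistic. Gene sets were tested with camera of limma 3.58.1 on voom weights at a preset correlation of 0.01, adjusted over 5 sets. DESeq2 1.42.0, limma-voom, other scalings, other filters, thinning to the smallest library, a fit to all 9 libraries, the replicate number as a block and fits without each library in turn were alternatives, set before the data were examined. The lists of LXR targets, cholesterol synthesis genes and interferon-stimulated genes were also written before that. Alternatives added later are marked as such in the closing section.

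Genes named in the text are those the paper names for these treatments, the 5 largest T0-induced, 5 largest T0-repressed and 3 largest LPS-induced genes among called rows with no overlap between groups and a mean of at least 5 CPM, and called members of the gene sets. Total counts per library were between 13299044 and 16467983, and intervals and floors cover counting error only. A group with at most 3 counts in every library was read as at the floor. The tests were tested on simulated data, where edgeR tested 9429 rows and recovered 148 of the 200 rows changed by 1.5-fold. Reads on bases shared by several rows are not in the deposited counts, as tested from the exon positions of the rows, so genes with several transcripts are measured on few bases. Gene Ontology terms, ATAC-seq and ChIP-seq data were not analysed here.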

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

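The corrections for length and GC content on the cholesterol synthesis list, and the random lists and simulations for T0-induced genes, were chosen after the results were seen, and the rule for reading these simulations was made stricter after their value was seen.

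Cholesterol synthesis genes, which the paper does not discuss for these libraries, were lower in T0+LPS than in LPS. Of 20 rows tested, 15 had a lower mean, with a median log2 fold change of -0.17. Sqle (-0.48), Hsd17b7 (-0.46) and Cyp51 (-0.39) were among the rows called at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the 3 T0+LPS libraries lay below the 3 LPS libraries for each of them. Adjusted over the list alone, 8 rows were lower and none was higher. Against gene length as the whole cause, the median was -0.18 after a correction for length, and against GC content it was -0.16 after a correction for that. What stays open is how far the genes of the list move together. The camera adjusted p was 8.0e-05 at the preset correlation, but 0.16 with fry and 0.32 with the correlation estimated from the data, which was 0.40 for this list. Of the 6 fits without 1 library, Cyp51 lost its call in 3 (adjusted p 0.12 without LPS replicate 1) and Hsd17b7 in 3 (0.094 without T0+LPS replicate 2). A response of sterol synthesis genes to T0 is the biological candidate explanation that the design offers, and it stays a hypothesis.

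T0-induced genes were often LPS-lowered. Of the 128 T0-induced rows, 63 (49.2%, Wilson 95% interval 40.7% to 57.8%) were lower in LPS than in Veh, against 30.1% of all rows tested in both comparisons and a highest value of 37.8% in 10000 random lists matched on mean CPM. The LPS libraries are shared by both comparisons, and simulations with an unchanged T0+LPS group gave up to 46.9% LPS-lowered rows among the 128 highest-ranked rows, with a median of 39.8%. The observed share lies above all 20 simulations, but they reach into its interval, which treats rows as independent. Each simulation called between 0 and 5 rows in all, which argues against chance as the source of the 128 calls. The highest-ranked simulated rows were thus mostly not called, unlike the 128 observed. How far chance in the shared libraries adds to the LPS-lowered share of called rows stays open with 3 LPS libraries.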

How the results depend on the processing

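For T0+LPS against LPS, the numbers of lower and higher rows stayed within 1.5 times of 166 and 128 under DESeq2's size factors, library totals, a minimum of 10 counts, thinning, a fit to all 9 libraries, DESeq2, limma-voom and an adjusted p under 0.10. Without a filter they were 282 and 226, and all 166 and 128 rows were among these. For Il1b and Itga4 the log2 fold changes hardly moved in that fit, but the adjusted p-values from edgeR fell steeply. They were 2.0e-21 in place of 0.0026 for Il1b and 3.6e-08 in place of 0.044 for Itga4. Neither the cause nor the error rate of the test without a filter was tested, so the added calls are not evidence of more changed rows. Summing the rows of each symbol, chosen after seeing the data, gave 171 T0-repressed genes and 126 T0-induced genes. Fits without 1 library gave 74 to 190 lower and 56 to 154 higher rows, lowest without LPS replicate 1. Over 1.5-fold the ranges were 19 to 37 and 31 to 42, and a minimum of 2-fold gave 8 and 19. The cause was not tested.

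Replicate numbers do not pair the libraries. The deviations of same-numbered LPS and T0+LPS libraries from their group means had correlations of 0.05, -0.04 and 0.00, and those of Veh and LPS 0.04, 0.02 and -0.04. With the replicate block in edgeR, 202 rows were lower and 147 higher, and 7 of the 12 adhesion and chemotaxis genes were called. In this edgeR fit Itgb2 (adjusted p 0.075) and Lpl (0.072) lost their calls, while Tmem200b gained one. With the replicate block in DESeq2, 84 were lower and 69 higher, 14 and 25 of them over 1.5-fold, and 5 of the 12 adhesion and chemotaxis genes were called. Of the named genes, Il1b (adjusted p 0.28), Ptx3 (0.32), Cd5l, Cx3cr1, Hsd17b7, Itgb2 and Lpl were not called in this DESeq2 fit, while edgeR without a block called them; the cause was not tested.

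For LPS against Veh, only library totals moved the numbers by more than 1.5 times, to 1745 higher and 5460 lower, so that 75.8% of calls were lower in place of 48.7%. The median log2 fold change of all rows moved to -0.28, so the scaling itself shifted every row. Fits without 1 library gave 2967 to 3203 higher and 2806 to 3104 lower rows.

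The share of T0-repressed rows that are LPS-induced was 81.9% with library totals, 74.2% with at least 10 counts in every library, which drops genes nearly absent in Veh, 92.2% with any increase, and 66.3% with a log2 fold change over 1. With the definition of the deposited list it was 69.3%, and 61.2% when the 242 lower rows of DESeq2 with a local trend also took the place of the 166; both were chosen after seeing the data. Fits without 1 library gave 84.3% to 91.8%. The correlation of the LPS and T0 effects was -0.44 without a filter, -0.28 with at least 10 counts, -0.38 with DESeq2, and -0.35 to -0.26 without 1 library; the cause was not tested.

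Of the set tests, LXR targets passed under every alternative run, with 3.6e-06 under fry and 0.00068 with an estimated correlation. Chemokine ligands, integrins and cholesterol synthesis genes did not pass with fry (adjusted p 0.22, 0.067 and 0.16) or with an estimated correlation (0.32, 0.14 and 0.32), both of which allow for genes that move together. Without 1 library, adjusted p ran from 2.7e-05 to 0.14 for chemokine ligands, where the fit without T0+LPS replicate 1 did not pass, from 0.00015 to 0.0047 for integrins, from 7.6e-07 to 0.0025 for cholesterol synthesis genes and from 2.5e-58 to 6.4e-48 for LXR targets. It ran from 6.1e-06 to 0.83 for interferon-stimulated genes, whose direction reversed without LPS replicate 2 (0.83) and without T0+LPS replicate 1 (0.61), and which passed, lower with T0, without T0+LPS replicate 2 (6.1e-06) and without LPS replicate 1 (0.0021). The number of the 12 adhesion and chemotaxis genes called was 6 to 10 without 1 library.

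Of the named genes, Myd88 reversed, at 0.0379 without LPS replicate 2 and 0.0146 without T0+LPS replicate 3, in a range of -0.0412 to 0.0379 around a value of -0.01. No other named gene changed direction. Under the other alternatives 12 values of named genes were weaker and 9 stronger, and without 1 library 37 were weaker and 4 stronger. Genes with few unshared bases are limited by them, such as Nr1h2, with 4 such bases and 2 reads in all.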

Differences from the paper's values

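The paper states that T0 represses 242 genes and induces 170, where edgeR called 166 and 128 rows, which is within 1.5 times of the paper's numbers. DESeq2 with its default dispersion trend gave 166 and 116. DESeq2 with a local dispersion trend, chosen after seeing the values, gave 242 and 170, the paper's numbers. The paper gives 61% of T0-repressed genes as LPS-inducible, where 88.0% were LPS-induced here. With a local trend in both comparisons and the definition that fits the deposited list, an RPKM ratio over 1.5 at an adjusted p under 0.10, also chosen after seeing the values, the share was 61.2%. Of the alternatives set before the data were examined, an LPS log2 fold change over 1 came to 66.3%.

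The paper shows 12 adhesion and chemotaxis genes as T0-repressed. Here Cxcl3, Ccl5, Ccl3 and Anxa1 had lower means but were not called by edgeR (adjusted p 0.070, 0.090, 0.10 and 0.095). All 12 were called at an adjusted p under 0.10 and under DESeq2 with a local trend, the second chosen after seeing the values. Without a filter, and under DESeq2 with its defaults, 11 were called, Cxcl3 being the exception. The error rate of the edgeR fit without a filter was not tested. Anxa1 was also called in the fit to all 9 libraries. Without LPS replicate 3, Anxa1, Ccl3 and Ccl5 were called, and without T0+LPS replicate 3, Ccl3 was called.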

Other observations

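Most tests in this part were chosen after the results were seen. The exceptions are those of gene length, of the shared LPS libraries, of other splits with edgeR and of the interferon-stimulated set. Scaling by library totals and DESeq2 with its default trend on the real groups were also set before. The genes named in this part were chosen after their values were seen.

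The counts leave out reads on bases shared between rows. Of the 6696 rows without a base of their own, 0 held a read, while 62.6% of the 26154 rows with such a base did. A further test went against strand-aware counting, since 39 rows with their own bases only when strand is used also held 0 reads. Low expression of genes with several transcripts was tested as another explanation. The comparison took 4120 rows of such symbols that had enough bases of their own, and 17853 rows of symbols with 1 row. The former held a median of 29.4 reads per kb of their own bases, and 2.45 per kb of full length. Rows of symbols with 1 row held 16.2 per kb of full length. Low expression therefore does not account for the loss in the rows compared. Rows without a base of their own could not enter this comparison. Gapdh, a gene used in many cells as a reference, had 15 reads over the 9 libraries on 296 unshared bases, and Tnf had 438 on 48 unshared bases, while Actb, with 1 row, had 650429. In all, 1936 of the 4813 symbols with several rows had no read. A gene without counted reads cannot enter either list of T0 genes whatever its response, and the paper does not report on this.

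The number of rows called depends on the dispersion trend. DESeq2 called 282 rows with its default trend and 412 with a local trend. When the 6 libraries were split in other ways, the largest number of calls was 6 with the default trend and 48 with the local trend, and the median was 0 with both. With edgeR, 1 of the 10 splits gave as many rows as the comparison of T0+LPS with LPS, the real one, and other splits gave 0, with 169 to 770 rows at an unadjusted p under 0.05 against 1315. For LPS against Veh, again 1 of the 10 splits gave as many, and other splits gave 0 calls, with 19 to 98 rows at an unadjusted p under 0.05 against 6506. With 3 against 3, the share of splits cannot go under 0.1, so chance cannot be excluded by this count alone.

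LPS-induced genes were over-represented among T0-repressed genes. The highest share in simulations with an unchanged T0+LPS group was 49.4%, far below the observed 88.0%, which argues against chance values of the shared LPS libraries as the whole cause. A correction for gene length left 293 of the 294 calls and a correction for GC content left 268 of the 285 with a value, which argues against either trend as the whole cause of the T0 calls. After the length correction 440 rows were called.

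With library totals, most rows were lower in LPS. The 20 rows that gained most took 6.50% of LPS counts and 1.12% of Veh counts. Leaving them out of the totals moved the median log2 fold change from -0.28 to -0.20, so these 20 rows account for a minority of the shift. With 500 rows left out it was -0.05. LPS-induced rows together held 60.4% of LPS counts and 45.7% of Veh counts. The deposited list for LPS against Veh has 1168 induced and 2518 lowered rows.

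Rn45s, a row for the ribosomal RNA precursor, was among the T0-induced rows (log2 fold change 1.17, adjusted p 0.022 from edgeR), with 1171 CPM in T0+LPS 1, 2805 in T0+LPS 2 and 3401 in T0+LPS 3 against 826 to 1361 in LPS. Veh 2 stood at 1957 and the other Veh libraries at 923 and 954. Gm7030 was among the T0-repressed rows (log2 fold change -2.58), with 18, 260 and 122 reads in the 3 LPS libraries. It overlaps between groups, as do 3 of the other T0-repressed rows. H2-Q1 had 390 reads in LPS 1 and 13 and 16 in LPS 2 and LPS 3. Whether reads were shared between related genes was not tested, and no biological explanation was tested for these rows.

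Interferon-stimulated genes did not pass the set test (adjusted p 0.14), and single libraries decided it, with an adjusted p of 6.1e-06 without T0+LPS replicate 2 and of 0.83, in the other direction, without LPS replicate 2. Of 23 rows none was called, and 2 had an unadjusted p under 0.05, both lower. Xist had between 6032 and 9061 reads in every library, and 4 Y-linked genes had 0 reads in all 9 libraries.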
